# Autocrine Activation of the Wnt/β-Catenin Pathway by CUX1 and GLIS1 in Breast Cancers

**DOI:** 10.1242/bio.20148193

**Published:** 2014-09-12

**Authors:** Charles Vadnais, Peiman Shooshtarizadeh, Charles V. Rajadurai, Robert Lesurf, Laura Hulea, Sayeh Davoudi, Chantal Cadieux, Michael Hallett, Morag Park, Alain Nepveu

**Keywords:** Breast cancer, Expression profiling, Mouse tumor model, Transcriptional regulation, Wnt/β-Catenin pathway

## Abstract

Autocrine activation of the Wnt/β-catenin pathway occurs in several cancers, notably in breast tumors, and is associated with higher expression of various Wnt ligands. Using various inhibitors of the FZD/LRP receptor complex, we demonstrate that some adenosquamous carcinomas that develop in MMTV-CUX1 transgenic mice represent a model for autocrine activation of the Wnt/β-catenin pathway. By comparing expression profiles of laser-capture microdissected mammary tumors, we identify Glis1 as a transcription factor that is highly expressed in the subset of tumors with elevated *Wnt* gene expression. Analysis of human cancer datasets confirms that elevated *WNT* gene expression is associated with high levels of CUX1 and GLIS1 and correlates with genes of the epithelial-to-mesenchymal transition (EMT) signature: *VIM*, *SNAI1* and *TWIST1* are elevated whereas *CDH1* and *OCLN* are decreased. Co-expression experiments demonstrate that CUX1 and GLIS1 cooperate to stimulate TCF/β-catenin transcriptional activity and to enhance cell migration and invasion. Altogether, these results provide additional evidence for the role of GLIS1 in reprogramming gene expression and suggest a hierarchical model for transcriptional regulation of the Wnt/β-catenin pathway and the epithelial-to-mesenchymal transition.

## INTRODUCTION

The Wnt/β-catenin signaling pathway plays an important role in the development and regeneration of several tissues by stimulating the growth of stem cells and multipotential progenitors (MacDonald et al., 2009; Nusse, 2008). Wnts are secreted extracellular proteins that trigger a wide range of cellular responses upon receptor binding and activation. Most organisms contain multiple Wnt genes which initiate distinct cellular pathways, namely the canonical Wnt/β-catenin pathway, the planar cell polarity pathway, or the Wnt/calcium pathway. The β-catenin protein is maintained in a cytoplasmic complex that includes APC, Axin, and GSK3β. Phosphorylation by GSK3β causes the degradation of β-catenin unless the Wnt/β-catenin pathway is activated by Wnt ligands. Wnt proteins initiate the canonical pathway by binding and activating the Frizzled (Fzd) and LRP5/6 receptors. Activation of these receptors induces the dissociation of β-catenin from the degradation complex. As its concentration increases, β-catenin moves to nucleus where it displaces the Groucho corepressor from the TCF/Lef family of transcription factors with which it functions as a co-activator. As a consequence, the TCF/β-catenin complex now activates genes that were previously repressed by the TCF/Groucho complex. Many of the TCF/β-catenin target genes code for Wnt signaling components that are capable of enhancing or antagonizing Wnt pathway activity (MacDonald et al., 2009). Therefore, its own targets can regulate the Wnt pathway through feedback loop mechanisms (He et al., 1998). Activation of the FZD and LRP5/6 receptors can be inhibited by two types of secreted proteins. Secreted Frizzled-related proteins (sFRPs) and the Wnt inhibitory factor (WIF) bind Wnt proteins and prevent their interaction with LRP5/6 receptors, whereas Dickkopf (DKK) and sclerostin (SOST) compete with Wnt for binding to LRP5 and LRP6 (Dann et al., 2001; Hoang et al., 1996; Hsieh et al., 1999; Semenov and He, 2006).

Much of our knowledge of the Wnt pathway was originally derived from studies in *drosophila*. Failure to express either *wingless* or *cut* in the wing margin causes similar phenotypes from which their names were derived: *wingless* and *cut* wing (Couso et al., 1994; de Celis and Bray, 1997; Micchelli et al., 1997; Neumann and Cohen, 1996). In the wing margin, *cut* is required in a cell-autonomous manner for wingless expression, whereas *wingless* is required for *cut* expression in neighboring cells (Micchelli et al., 1997). Orthologs of *cut* in mammals are Cut homeobox 1 and 2, CUX1 and CUX2. In *Drosophila* imaginal discs, wingless is directly regulated by Cubitus interruptus, Ci, a transcription factor whose regulatory activity is under the control of the hedgehog ligand, Hh (Chen et al., 2000; Von Ohlen and Hooper, 1997). In mammals, there are several orthologs of Ci: Gli1, Gli2, Gli3, Glis1, Glis2 and Glis3 (Lichti-Kaiser et al., 2012; Riobo and Manning, 2007). Both Gli1 and Gli2 have been implicated in human cancers (Dahmane et al., 1997; Sheng et al., 2002). There is evidence to show that the Wnt/β-catenin pathway can be stimulated by Gli transcription factors, whether through activation of Wnt gene expression (Mullor et al., 2001), or indirectly via induction of Snail and downregulation of E-cadherin (Li et al., 2007). CUX1 was also shown to activate Snail gene expression and to cooperate with Snail in the repression of the E-cadherin gene (Kedinger et al., 2009).

*CUX1* encodes several isoforms that exhibit strikingly different DNA binding properties (reviewed in (Nepveu, 2001; Sansregret and Nepveu, 2008)). The full-length protein, often called p200 CUX1, is very abundant, binds rapidly but only transiently to DNA and functions as an accessory factor in base excision repair (Ramdzan et al., 2014). The shorter isoforms p75 and p110 CUX1 bind stably to DNA and function as transcriptional repressors or activators depending on the promoter (Goulet et al., 2002; Harada et al., 1995; Harada et al., 2008; Moon et al., 2000; Moon et al., 2001). The p75 and p110 CUX1 isoforms exhibit similar DNA binding transcriptional activities (Cadieux et al., 2009; Goulet et al., 2002; Kedinger et al., 2009).

Cell-based assays demonstrated a role for *CUX1* in cell cycle progression and cell proliferation (Sansregret et al., 2006; Truscott et al., 2007), strengthening of the spindle assembly checkpoint (Sansregret et al., 2011), cell migration and invasion (Kedinger et al., 2009; Michl et al., 2005), the DNA damage response (Vadnais et al., 2012), resistance to apoptotic signals (Ripka et al., 2010), as well as dendrite branching and spine development in cortical neurons (Cubelos et al., 2010) (reviewed by Hulea and Nepveu, 2012).

In colon cancer, the Wnt/β-catenin pathway is frequently activated following inactivation of the tumor suppressor APC or mutations in the β-catenin or Axin genes (Segditsas and Tomlinson, 2006). Recently, another mechanism of Wnt/β-catenin pathway activation was demonstrated where transcriptional activation of one or several of the Wnt genes leads to autocrine activation of Frizzled and LRP receptors and subsequent increase in nuclear β-catenin (Bafico et al., 2004). This autocrine activation has been shown in a sizeable proportion (20–25%) of breast cancers (Bafico et al., 2004; Benhaj et al., 2006; Schlange et al., 2007), lung cancers (Akiri et al., 2009), neuroblastomas (Liu et al., 2008), acute myeloid leukemias and myelodysplastic syndromes (Xu et al., 2008). Only a few transcription factors so far have been implicated in transcriptional regulation of the Wnt/β-catenin pathway, including factors of the Gli family, CUX1 and ATF3 (Cadieux et al., 2009; Chen et al., 2000; Fiaschi et al., 2009; Grove et al., 1998; Micchelli et al., 1997; Von Ohlen and Hooper, 1997; Yan et al., 2011).

Transgenic mice expressing the p75 or p110 CUX1 isoform under the control of the mouse mammary tumor virus (MMTV) regulatory sequences were previously shown to develop mammary tumors of diverse histologic types (Cadieux et al., 2009). Interestingly, approximately one third of the mammary tumors resemble tumors previously characterized in MMTV-Wnt1 transgenic mice and were classified as adenosquamous carcinomas (Li et al., 2000). Analysis of 6 of these adenosquamous carcinomas revealed the presence of β-catenin in the nucleus and increased expression of either WNT1, WNT6, WNT8B and WNT10A or combination thereof. Evidence from multiple experimental approaches indicated that CUX1 is directly involved in the regulation of several Wnt genes. RNAi-mediated CUX1 knockdown caused a decrease in the expression of WNT1, WNT6, WNT8B and WNT10A, while chromatin immunoprecipitation and reporter assays demonstrated that p75 and p110 CUX1 bind to and activate the promoter of each of these genes (Cadieux et al., 2009). These findings led us to formulate two hypotheses. First, that MMTV-CUX1 mammary tumors with high WNT expression represent a model for autocrine activation of the Wnt/β-catenin pathway. Secondly, since only one third of the mammary tumors in MMTV-CUX1 transgenic mice exhibit high WNT expression, we hypothesized that other factors are needed, in addition to CUX1, for transcriptional activation of this pathway. In the present study, we employed various types of inhibitors to establish that activation of the FZD/LRP receptor complex is required for the augmentation of TCF/β-catenin transcriptional activity observed in MMTV-CUX1 mammary tumor cells. Furthermore, by comparing the expression profiles of laser-capture microdissected tumor cells from a panel of randomly selected MMTV-CUX1 mammary tumors, we identified GLIS1 as a transcription factor that is significantly overexpressed in tumors with high WNT gene expression. Co-expression experiments in MCF10A untransformed mammary epithelial cells demonstrated that CUX1 and GLIS1 cooperate in the autocrine activation of the Wnt/β-catenin pathway and in stimulating cell migration and invasion.

## MATERIALS AND METHODS

### Cell Culture

All lines were maintained in Dulbecco's modified minimum essential medium (DMEM) supplemented with penicillin/streptomycin, glutamine, and 10% fetal bovine serum (all from Invitrogen). Cells were cultured in a humidified incubator at 37°C and 5% CO_2_.

### Protein Extracts

Nuclear extracts were prepared using a procedure adapted from Lee et al. (Lee et al., 1988). Briefly, cells were submitted to three freeze/thaw cycles in Buffer A (10 mM Hepes, pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT). Nuclei were then resuspended in Buffer C (20 mM Hepes, pH 7.9, 25% glycerol 1.5 mM MgCl_2_, 420 mM NaCl_2_, 0.2 mM EDTA) and incubated at 4°C for 30 min. After 15 min of centrifugation, the supernatant was collected. Buffers A and C were supplemented with protease inhibitor mix tablet (Roche Applied Science).

### Immunoblotting

Proteins extracts were resuspended in Laemmli buffer, boiled for 5 min, resolved by SDS-PAGE, and electrophoretically transferred to a PVDF membrane. Membranes were blocked in TBS-T (10 mM Tris, pH 8, 150 mM NaCl, 0.1% Tween X-100) containing 5% milk and 2% bovine serum albumin. Membranes were then incubated with primary antibodies diluted in TBS-T, washed in TBS-T, and incubated with species-specific secondary antibodies conjugated to horseradish peroxidase for 45 min at room temperature. Proteins were then visualized using the ECL system of Amersham Biosciences according to the manufacturer's instructions. The following antibodies and dilutions were used: Cux1 (Moon et al., 2001) (#1142), γ-tubulin (1:15,000, Sigma), α-actin (1:10,000, Santa Cruz) β-catenin (1:2000, BD Biosciences).

### siRNA knockdown

CUX1 knockdown was performed by transfecting cells with a pair of siRNA constructs specific for CUX1 mRNA (5′ GAAUCUUCUCGUUUGAAACUUUGAA and 5′ GCUUCAGAGCGAUAAUACACUAUUA) using Lipofectamine2000 (Invitrogen) according to the manufacturer's instructions.

### Lentiviral constructions

The lentivirus vectors were constructed by inserting the p110 CUX1 sequences into a pRev vector containing Hygromycin resistance and the Glis1 sequence into a pLenti6 vector containing a Puromycin resistance gene. Lentiviruses were produced by transient transfection of 293FT cells by using Lipofectamine 2000 according to the manufacturer's protocol (Invitrogen).

### RNA extraction and Real Time PCR

RNA was extracted using TRIzol reagent (Invitrogen), and cDNA was prepared using Superscript II RNase H-reverse transcriptase kit (Invitrogen) following the manufacturer's instructions. Real time PCR was performed on a LightCycler instrument using the FastStart DNA Master SYBR Green kit (Roche Applied Science) and specific primer pairs for each gene.

### Luciferase assays

Luciferase assays were performed as previously described (Cadieux et al., 2009) with minor modifications in HS578T and HEK293T cells. For TOP/FOP reporter assay, Cells plated at 8×10^4^ per well in 12-well plates were cotransfected with 0.25 µg of either the TOP 8× or FOP 8× reporter plasmids (Addgene) and 0.5 µg of either CUX1 p110 or empty vector as effector. As a control for transfection efficiency, the β-galactosidase protein (Sigma) was included in the transfection mix and the luciferase activity was normalized based on β-galactosidase activity.

### Laser-Capture-Microdissection

Tumors from the previously generated p75-CUX1 and p110-CUX1 transgenic mice (Cadieux et al., 2009) were embedded in Tissue Freezing Medium (Triangle Biomedical Sciences #TFM-5) and flash frozen in liquid nitrogen. 10 µm slices of tissue were prepared in a Microm HM505E Cryostat at ∼−30°C on positively charged slides (Fisherbrand Superfrost/Plus #12-550-15). Slides were then stained using a shortened H&E protocol (Ponzo et al., 2009). Epithelial cells were then isolated by IR (InfraRed) pulse on an Arcturus XT Laser Capture Microdissection instrument within 30–45 minutes of staining to obtain 100–150 pulses of material of 20–25 µm in diameter. RNA was isolated from the microdissection caps using the Picopure RNA isolation kit from Arcturus according to the manufacturer's instructions, including the optional DNAse treatment using the Qiagen RNase-Free DNase kit (#79254).

### Expression Profiling

RNA isolated from microdissected tissue was amplified using the Arcturus RiboAmp HS PLUS RNA amplification kit according to the manufacturer's instructions for 2 rounds of amplification. Amplified mRNA (aRNA) was labeled using the Arcturus Turbo Labeling Cy5 and Cy3 kits using slightly modified instructions: The labeling reaction was carried out using 5 µg of aRNA in a 20 µl volume instead of 50 µl to increase the dye incorporation rate. Labeled aRNA was hybridized to Agilent's Whole Mouse Genome Microarray (G4112F), washed and scanned on an Agilent 5 µm scanner model G2505B according to the manufacturer's instructions.

### Expression profiling data analysis

Expression profiling array images were processed using the Feature Extraction software from Agilent. The raw data was then analyzed using the LIMMA (Smyth, 2005) package on the R platform (http://www.r-project.org). The “gplots” R package was also used.

### Public dataset recovery and Meta-analysis

Human breast cancer expression profiling datasets were obtained from the Oncomine database (https://www.oncomine.org). We retrieved all datasets comprising 100 or more samples and for which expression of at least one of CUX1 and GLIS1 as well as at least 15 out of the 19 Wnt ligand genes were available (As of November 2012). Note that datasets using Affymetrix platforms contain probes for the CASP transcript at the CUX1 locus. For each dataset, samples were sorted from lowest to highest expression of Wnt ligand genes using the BreSAT algorithm (see below). The 25% highest Wnt expressing samples were compared to the 25% lowest Wnt expressing samples for expression of CUX1, Glis1 and the EMT markers Cdh1, Cdh2, Ocln, Snai1, Snai2, Vim and Twist.

### Breast Signature Analysis Tool (BreSAT)

This algorithm is a semi-parametric method for linearly ordering samples according to their expression of a given set of genes. It operates similarly to the initial steps of the U-statistic (Abraham et al., 2010; Wilcoxon, 1945), by independently computing the ranks for each gene across all samples and then summing the ranks within each sample. Because samples are not assigned a priori to discrete classes, the algorithm then linearly reorders the samples according to the ascending sum of these ranks (Lesurf, 2008) (http://digitool.library.mcgill.ca/R/-?func = dbin-jump-full&object_id = 32499&silo_library = GEN01).

### Live-cell Imaging

1×10^4^ cells were plated on 10 µg/ml fibronectin coated plates for three hours and then subjected to time lapse-video microscopy with a frame taken every 5 minutes for a total of 16 hrs. The last forty frames from each condition were subjected to analysis using the Metamorph software.

### Invasion assays

Modified Boyden chambers with 8 mm pore size were coated with a mixture of Matrigel (BD biosciences) with final concentration of 1.25 mg/ml and acid purified Rat tail Collagen I (Gibco) with final concentration of 2.5 mg/ml for 2 hrs at 37°C. Cells (1×10^6^) were seeded on the bottom of the filters and were incubated at 37°C with 5% CO_2_ for 5 hrs to adhere. After 5 hrs, filters were inverted and top compartment was filled with 10% FBS and the bottom compartment were filled with plain DMEM and cells were allowed to invade for 48 hrs towards serum. Cells were stained with Calcein-AM (Invitrogen) as per the manufacturer's instructions and confocal Z-stacks were acquired every 10 µm. Cells invading 20 µm into the matrix and beyond were quantified as percentage of total cells.

## RESULTS

### Elevated Wnt Gene Expression in Mammary Tumor Cells Leads to Autocrine Activation of the Wnt/β-catenin Pathway

To be able to investigate whether elevated Wnt gene expression in MMTV-CUX1 mammary tumors leads to autocrine activation of the Wnt/β-catenin pathway, we first established cell lines from the p75-80 adenosquamous carcinoma and the p75-534 solid carcinoma. The numbers p75-80 and p75-534 refer to the particular tumor bearing mice in the transgenic mouse cohort expressing the p75 CUX1 isoform under the control of MMTV regulatory sequences, as detailed in the introduction. Based on the histological features of these tumors, we predicted that cell lines derived from these tumors would respectively express high and low levels of Wnt genes (Cadieux et al., 2009). We found out later that the correlation between histological types and Wnt gene expression is not absolute (see below, Fig. 4). Nevertheless, RT-qPCR analysis indicated that expression of Wnt1, Wnt2, Wnt4, Wnt6, Wnt7a, Wnt7b, Wnt8a and especially Wnt10a and Wnt10b was much higher in the p75-80 than in the p75-534 cell line (Fig. 1A). In addition, immunofluorescence using an antibody specific for the active form of the β-catenin protein showed higher nuclear levels in the p75-80 line (Fig. 1B). 

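RNA from microdissected cells of 17 tumors was later profiled on 2-color arrays against a common reference RNA. Tumors were ranked by the log2 ratio over the reference for each of the 19 Wnt genes, and the ranks of each tumor were summed. The rank sum was 194 ± 59.8 (SD, n = 4) in adenosquamous carcinomas and 158 ± 42.6 (SD, n = 9) in solid carcinomas. The difference of 36.2 was smaller than the SD within either type (exact two-sided permutation test, p = 0.235). Of the 4 adenosquamous carcinomas, p75-94 had the highest sum of all tumors, 243, and p75-101 had 108, one of the 3 lowest. The solid carcinomas ranged from 81 to 217. With each tumor left out in turn, the difference ran from 20.1 to 61.8 (exact permutation p from 0.0364 to 0.518). The highest, 61.8, was without p75-101 (exact permutation p = 0.0364). That tumor has the lowest sum of its type, so leaving it out selects on the sum that is tested. The difference was 39.1 (exact permutation p = 0.228) with the 8 solid carcinomas listed in the legend of Fig. 4, which leaves out p110-121. With all 9 solid carcinomas it was 13.97 with scan year as a block (exact permutation p = 0.625). In the tumor's color without the reference, an alternative chosen after seeing the data, it was 54.3 (exact permutation p = 0.0406). With the filter on dim probes it was 13.3 (exact permutation p = 0.42). That filter leaves fewer than the 19 Wnt genes to sum, so this value is on a smaller scale than the others. All 4 adenosquamous carcinomas are p75 tumors.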

As a functional assay to monitor the transcriptional activity of TCF/β-catenin complexes in these two cell lines, we measured the expression ratio of the TOP and FOP luciferase reporter plasmids. The two plasmids are identical except for the presence of 8 TCF binding sites in the TOP reporter, whereas these sites are inactivated in the FOP reporter. The TOP reporter, was activated in the p75-80 but not in the p75-534 cell line, confirming that the β-catenin pathway is activated in the former (Fig. 1C). Importantly, activation of the TOP reporter in p75-80 cells was prevented in the presence of niclosamide, or upon cotransfection of plasmids expressing sFRP1, sFRP2 or SOST (Fig. 1C). As niclosamide promotes Frizzled1 internalization and down-regulates Dvl-2 expression (Chen et al., 2009b), whereas sFRP1/2 and SOST/DKK inhibit activation of the FRP-LRP5/6 receptor by respectively binding to Wnt ligands or the LRP5/6 receptor (Dann et al., 2001; Hoang et al., 1996; Hsieh et al., 1999; Semenov and He, 2006), these results indicate that elevated TCF/β-catenin transcriptional activity in p75-80 cells results from autocrine activation of the Wnt pathway.

**Fig. 1.**
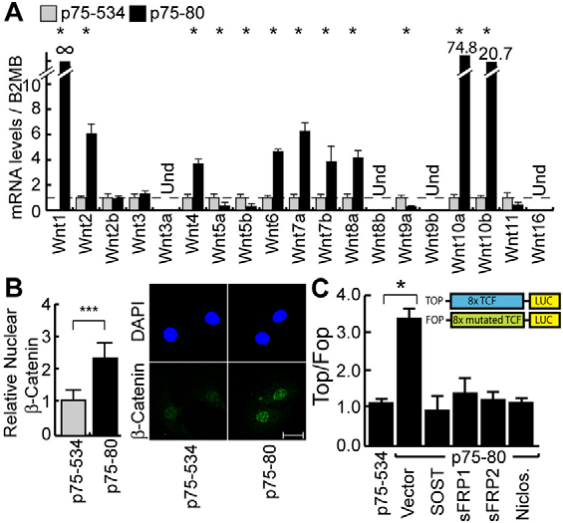
Autocrine Activation of the Wnt/β-Catenin Pathway in Some Mammary Tumors from MMTV-CUX1 Transgenic Mice. Cell lines were established from two mammary tumors that developed in transgenic mice carrying a MMTV-p75 CUX1 transgene: an adenosquamous carcinoma from mouse #p75-80 and a solid carcinoma from mouse #p75-534. The two cell lines were analyzed for Wnt gene expression (A), nuclear β-catenin expression (B), and TCF/β-catenin transcriptional activity (C). (A) mRNA levels of Wnt ligand genes were measured by RT-qPCR. Results of triplicate experiments are shown. * P Value<0.05 on a Welch corrected T test. Und: Undetected. (B) Cells were analyzed by indirect immunofluorescence using antibodies specific for the active, non-phosphorylated form of β-Catenin. Histogram shows the relative mean nuclear signal for β-Catenin as measured using the ImageJ software. The value for p75-534 was set to 1. * P Value<0.05 on a Welch corrected T test. A representative image of each cell line is shown on the right. Scale bar: 20µm. (C) The TOP/FOP luciferase reporter assay was performed in the p75-534 and p75-80 mammary tumor cell lines. In addition, p75-80 cells were cotransfected with a vector expressing either sFRP1, sFRP2 or SOST or an empty vector. Where indicated, niclosamide was added to the cells at the time of transfection. Results of 3 independent transfections are shown. * P Value<0.05 on a Welch corrected T test. A schematic representation of the reporter constructs is shown.

### CUX1 Is Required for Maximal Expression of the Wnt Genes in Human Tumor Cell Lines

A number of human cancer cell lines have been reported to display autocrine activation of the Wnt/β-catenin pathway (Akiri et al., 2009; Bafico et al., 2004; Vijayakumar et al., 2011). To verify whether CUX1 is required for expression of Wnt genes in these human cancer cells, we performed siRNA-mediated knockdown of CUX1 in six cell lines, two each from breast (MDA157 and MDA231), ovarian (PA-1 and SKOV3) and lung (H2347 and A427), and we performed RT-PCR analysis to measure the expression of Wnt genes previously identified as transcriptional targets of CUX1 in chromatin immunoprecipitation (ChIP) assays: Wnt 1, 2, 4, 6, 8b and 10a (Cadieux et al., 2009; Harada et al., 2008; and unpublished observations). In every cell line, CUX1 knockdown caused a significant decrease in the expression of three or more *WNT* genes (Fig. 2). We conclude that CUX1 is required for maximal expression of *WNT* genes in human tumor cell lines that display autocrine activation of the Wnt/β-catenin pathway.

**Fig. 2.**
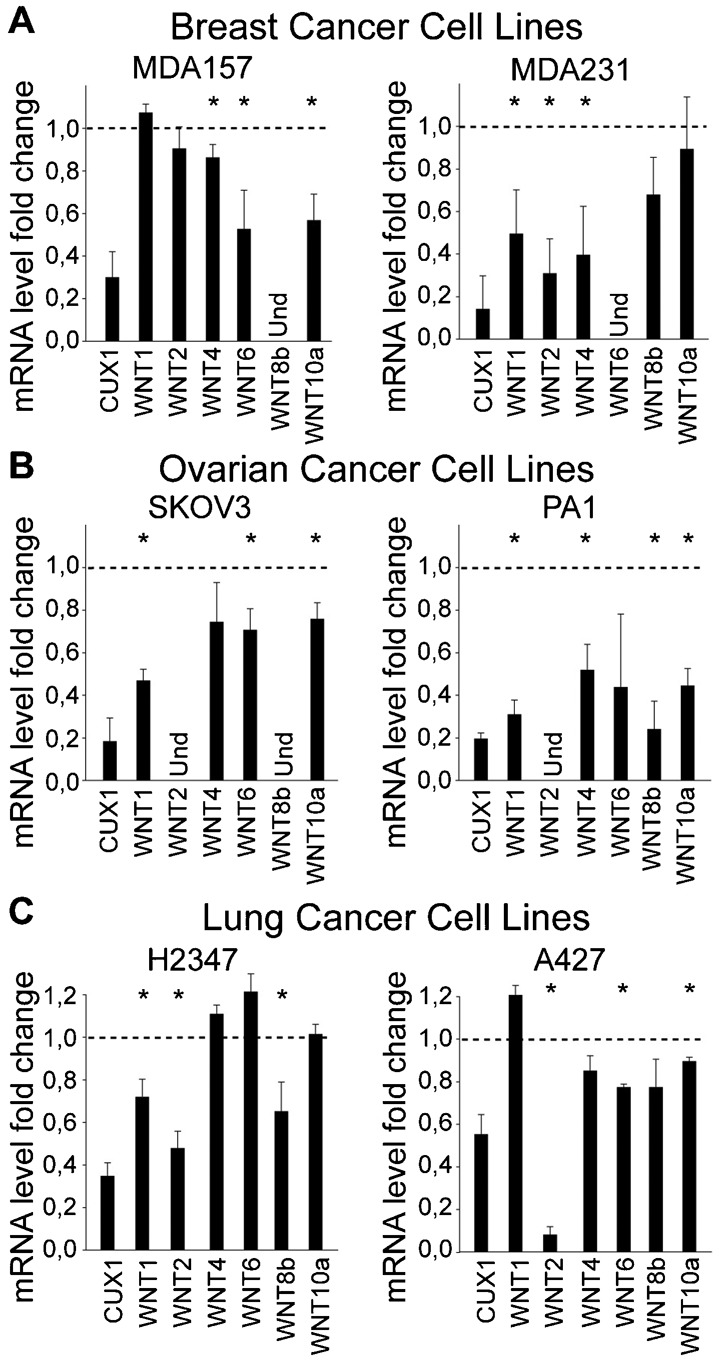
CUX1 Is Required for Maximal Expression of Wnt Genes in Human Tumor Cell Lines. CUX1 specific or scrambled siRNA were transfected in a panel of 6 human cancer cell lines from breast (A), ovarian (B) and lung (C) cancers. 3 days later total mRNA was isolated and quantitative RT-PCR was performed using HPRT1 mRNA as a control. The values represent fold difference in mRNA expression between cells treated with CUX1 or scrambled siRNA. (Und: undetected). * P Value<0.05 on a Welch corrected T test.

### Ectopic Expression of p110 CUX1 Leads to Autocrine Activation of the Wnt/β-Catenin Pathway in Human Tumor Cell Lines

We next verified whether ectopic CUX1 expression would activate the Wnt/β-catenin pathway in cell lines that do not display autocrine activation of this pathway. Nuclear β-catenin expression was significantly higher in HEK293 cells stably expressing p110 CUX1 (Fig. 3A). In agreement with these results, co-expression of p110 CUX1 with the TOP and FOP reporter plasmids led to a striking elevation in the TOP/FOP ratio (Fig. 3B). Similar increases in nuclear β-catenin expression and TCF/β-catenin transcriptional activity were observed in Hs578T and MCF-7 human breast cancer cells upon ectopic expression of p110 CUX1 (Fig. 3C,D). Importantly, co-expression of sFRP1, sFRP2, SOST or DKK1 or transfection in the presence of the niclosamide or IWP-2 inhibitors in HEK293 cells in every case annihilated the stimulatory effect of p110 CUX1 (Fig. 3B). As mentioned earlier, sFRP1/2, SOST, DKK and niclosamide inhibit the Wnt/β-catenin pathway by preventing activation of the FRP-LRP5/6 receptor. In addition, IWP-2 blocks signaling by Wnt ligands by inhibiting Porcupine (Porcn), which is required for palmitoylation and subsequent secretion of Wnt ligands (Chen et al., 2009a). Together, these results demonstrate that p110 CUX1 can activate the Wnt/β-catenin pathway through an autocrine loop.

**Fig. 3.**
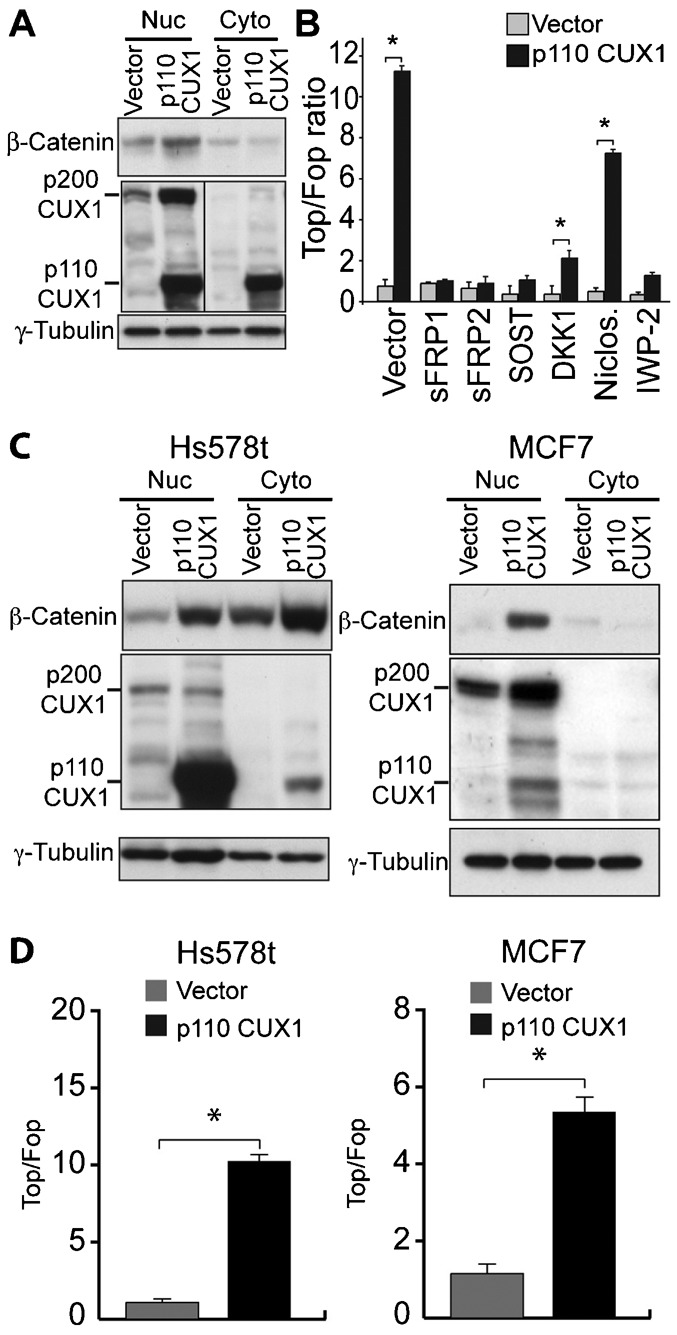
Ectopic Expression of p110 CUX1 Leads to Autocrine Activation of the Wnt/β-Catenin Pathway in Human Tumor Cell Lines. (A) HEK293 cells were infected with retroviruses to establish cells stably carrying a vector that expresses p110 CUX1 or nothing (vector). Nuclear and cytoplasmic extracts were analyzed by immunoblotting with the indicated antibodies. (B) The TOP or FOP luciferase reporters were introduced into HEK293 cells together with 500 ng of a vector expressing p110 CUX1 or an empty vector. Luciferase activity was measured 36 hours after transfection. Where indicated, a vector expressing either sFRP1, sFRP2, SOST or DKK1 was transfected as well, or niclosamide or IWP-2 was added to the cells at the time of transfection. Results of 3 independent transfections are shown. * P Value<0.05 on a Welch corrected T test. (C) Hs578t and MCF7 breast cancer cells were stably infected with either a lentivirus expressing p110 CUX1 or an empty lentivirus (vector). Nuclear and cytoplasmic extracts were analyzed by immunoblotting with the indicated antibodies. (D) The TOP or FOP luciferase reporters were introduced into Hs578t and MCF7 cells together with 500 ng of a vector expressing p110 CUX1 or an empty vector. Luciferase activity was measured 36 hours after transfection.* P Value<0.05 on a Welch corrected T test.

### Activation of the Wnt/β-Catenin Pathway in MMTV-CUX1 Mammary Tumors Is Associated with High Expression of Glis1

Since activation of the β-catenin pathway was observed in a fraction of mammary tumors from MMTV-CUX1 transgenic mice, we reasoned that it might require other transcription factors in addition to CUX1. As an approach to identify such transcription factors, we looked for factors whose expression was elevated in these mammary tumors. To ensure that changes in gene expression would not be masked by noise coming from stromal cells, mammary epithelial tumor cells were microdissected prior to performing expression profiling by microarray analysis. 

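Amplified RNA from the microdissected cells of 17 tumors, 9 from p75 and 8 from p110 CUX1 transgenic mice, was labeled in 1 color and hybridized together with an amplified mouse reference RNA, the same on every array, in the other color. Each tumor is named by its transgene and mouse number. Every tumor was run on a pair of arrays with the dyes swapped, and p110-143 and p110-360 on 4 arrays, which gave 38 arrays of 45018 spots. Arrays of 1 tumor are repeats of the same RNA, so the number of replicates is the number of tumors. The clusters of Fig. 4 hold 5 high-Wnt, 5 medium-Wnt and 7 low-Wnt tumors. The authors deposited the scanner files, which hold the intensity and the local background of each spot in both colors, and a table of processed values. In all 17 tumors the processed values equal, to within 4.98e-08, the log2 ratio of tumor over reference after normexp background correction with an offset of 50, loess normalization within each array, and averaging of the dye-swapped arrays. The values given here were made from the scanner files by the same steps, without control spots and without the 0.545% of spots marked as outliers. Spots of 1 probe were averaged, and the probe with the brightest signal stood for a gene, which gave 28786 genes. Clusters were compared with limma on 1 value per tumor, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. A gene was counted as measured in a tumor when the tumor's color was well above background on every array of that tumor, by the scanner software's own mark. The share of probes well above background in the tumor's color ranged from 18.3% to 61.9%, with a median of 31.4% in high-Wnt, 28.0% in medium-Wnt and 35.7% in low-Wnt tumors. The difference in mean share between high-Wnt and low-Wnt tumors did not pass (exact two-sided permutation test, p = 0.21, n = 5 and 7), which does not show equal shares. Among p110 tumors the shares did not overlap, with 18.3% and 22.2% in high-Wnt and 30.1% to 51.8% in low-Wnt tumors. Among p75 tumors these clusters overlapped. In the reference color the share ranged from 41.9% to 65.5%. At the 95th percentile of the spots, the reference was 8.36 times as bright as the tumor in p110-225, 10.9 times in p110-374 and 11.3 times in p110-98, and at most 4.08 times in the other tumors. Of the tumors named, p110-225 and p110-374 are high-Wnt and p110-98 is medium-Wnt. The number of arrays limits the precision of every value. Where a gene was not well above background on any array of 1 cluster, only a bound is given. It sets the mean of the brighter cluster against the mean, over the dimmer cluster, of the higher of the lowest signal well above background and the gene's own signal, on log2 signals normalized within and between arrays. No fold is given where both clusters were below background. All p75 arrays were scanned in 1 year and all p110 arrays in another, so the transgene and the scan year cannot be told apart, whereas every cluster holds tumors of both. Positions of probes are those of the array's design, on the mm7 build of the mouse genome.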

In total, 17 tumors of various histological types were analyzed and clustered using an unsupervised algorithm according to *Wnt* gene expression (Fig. 4). This procedure revealed three large clusters that displayed low, medium and high *Wnt* gene expression. 

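The tumors were clustered again on the log2 ratios of the 19 Wnt genes, each gene centered and divided by its SD over the tumors. The paper's text does not name the distance, the linkage or a scaling of the genes. The defaults of gplots, Euclidean distance and complete linkage, were used, and the division by the SD was a choice made here. With the tree divided into 3, 8 of the 17 tumors fell in the matching cluster of Fig. 4. One branch held p75-94 alone, 1 held 4 high-Wnt, 3 medium-Wnt and 3 low-Wnt tumors, and 1 held 2 medium-Wnt and 4 low-Wnt tumors. Centering the genes without dividing by their SD was the alternative that moved this result most, with 13 tumors in the matching cluster. Centering alone leaves the Euclidean distances between tumors as they are in the log2 ratios. The 7 low-Wnt tumors then formed a branch of their own. The high-Wnt cluster did not separate, since 4 of its tumors shared a branch with the 5 medium-Wnt tumors and p75-94 was again alone. Wnt6 was measured in 17 tumors and Wnt5b in 15, while 10 of the 19 genes were measured in 1 to 5 tumors and Wnt2b and Wnt5a in none. The number of Wnt genes measured in a tumor had a median of 5 and ranged from 1 in p110-98 to 13 in p75-94 and p75-129. For a gene that was not measured in a tumor, the log2 ratio rests on a tumor signal close to background.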

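The clusters were drawn from the Wnt genes on these same arrays, so differences in Wnt genes between clusters describe the clusters and are no independent test of them. Between high-Wnt (n = 5) and low-Wnt (n = 7) tumors, the log2 ratio was higher in the high-Wnt tumors for 17 of the 19 genes, with a median difference of 0.19. By limma, 4 genes passed the threshold adjusted over the list alone, Wnt10a, Wnt6, Wnt3a and Wnt5b, and 2 over all genes. Wnt10a (probe at 75043739 to 75043798 on chromosome 1) had a log2 ratio of 0.63 ± 1.38 (SD, n = 5) in high-Wnt and -3.87 ± 1.20 (SD, n = 7) in low-Wnt tumors, a difference of 4.50 (standard error 0.65, limma adjusted p = 0.0192). It was measured in 5 high-Wnt and 5 low-Wnt tumors. Wnt6 (75024467 to 75024532 on the same chromosome) had 1.41 ± 0.72 (SD, n = 5) and -0.42 ± 0.16 (SD, n = 7), a difference of 1.83 (standard error 0.24, limma adjusted p = 0.0113). For both genes every high-Wnt tumor was above every low-Wnt tumor (exact two-sided permutation test, p = 0.00126, the smallest that 5 tumors against 7 allow). Wnt5b went the other way, from 3.56 ± 0.67 (SD, n = 7) in low-Wnt to 1.47 ± 0.91 (SD, n = 5) in high-Wnt tumors, a difference of -2.09 that did not pass over all genes (limma adjusted p = 0.0909). Wnt3 and Wnt3a were not well above background on any low-Wnt array and were measured in 2 of 5 high-Wnt tumors, and the mean of the high-Wnt cluster was at least 1.52-fold and at least 1.19-fold higher. Both lean on p75-94, without which the differences in log2 ratio fell from 0.97 to 0.48 and from 0.53 to 0.29. Wnt2 differed by 1.49 (limma adjusted p = 0.483), of which 0.47 was left without p110-225. Wnt5a, Wnt7a and Wnt8b were below background on every array of both clusters, and Wnt2b and Wnt10b on every low-Wnt array with a bound under 1, so no fold is given for these 5. The remaining differences were smaller than 1 on the log2 scale and did not pass. Among them, Wnt1 and Wnt7b reversed when arrays were centered on their median in place of loess, to -0.09 and -0.11. Over all 28786 genes, limma called 68, of which 48 were higher and 20 lower in high-Wnt tumors, and 3466 had an unadjusted p under 0.05. Of the genes called higher, 19 were measured in at least 3 of the 5 high-Wnt tumors, and 20 of 20 called lower were measured in at least 4 of the 7 low-Wnt tumors. The count depended on the processing. It was 0 with median centering, without background correction, or with arrays scaled to the same spread, and 151 with the medium-Wnt tumors left out of the fit. Against the medium-Wnt and low-Wnt tumors together limma called 0 genes, with 1962 at an unadjusted p under 0.05.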

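The methods paragraph on BreSAT describes ranks of each gene over the samples. Here the 17 tumors were ranked by the log2 ratio of each of the 19 Wnt genes, and the ranks were summed per tumor. The rank sum was 217 ± 17.4 (SD, n = 5) in high-Wnt, 173 ± 15.2 (SD, n = 5) in medium-Wnt and 136 ± 39.6 (SD, n = 7) in low-Wnt tumors. The highest sums were 243 in p75-94, 224 in p75-80, 217 in p110-225, 203 in p110-374 and 200 in p75-47, the 5 tumors of the high-Wnt cluster. The next was 186 in p75-534, a low-Wnt tumor. Under the alternative processings, 4 or 5 of the highest 5 sums were those of high-Wnt tumors. Clusters and sums use the same values, so their overlap is not a separate measurement. The rank sum was also set against the share of probes well above background in the tumor's color, among 14 relations computed across tumors. Over all tumors Pearson's r was -0.334 (permutation p = 0.192) and Spearman's rho was -0.407 (permutation p = 0.107, adjusted 0.15, n = 17), with an r of -0.395 without the 2 tumors farthest from the median share. Among the p110 tumors r was -0.916 (exact permutation p = 0.00228) and rho was -0.905 (exact permutation p = 0.00456, adjusted 0.0213, n = 8), and r was -0.866 without the 2 farthest tumors. Among the p75 tumors r was 0.15 (exact permutation p = 0.684) and rho was 0.0833 (exact permutation p = 0.843, adjusted 0.906, n = 9), and r was -0.274 without the 2 farthest. All tests were two-sided.

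**Figure D1:**
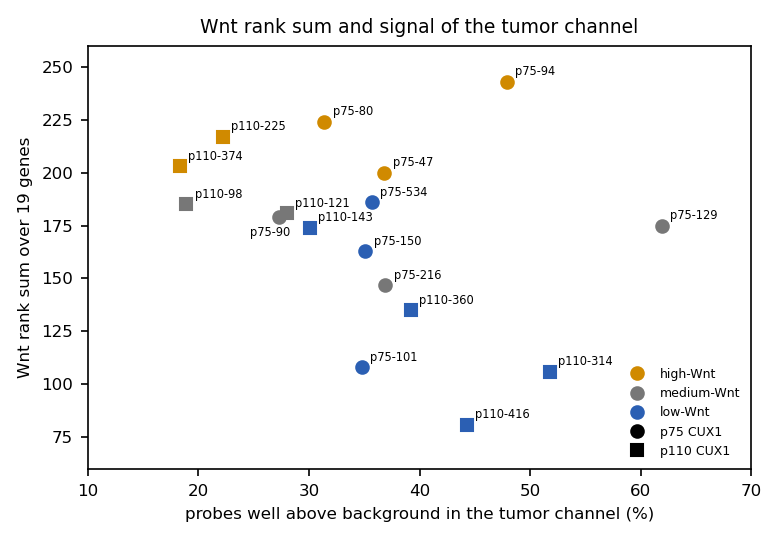
Rank sum of the 19 Wnt genes in each tumor against the percent of probes well above background in the tumor's color, with circles for p75 and squares for p110 tumors, colored by cluster. Among p110 tumors the sum runs from 81 in p110-416 to 217 in p110-225, where 22.2% of probes were well above background.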

Importantly, a distinct algorithm that linearly orders tumors over a gene signature (BreSAT) identified the same set of tumors as having the highest expression of *Wnt* genes (supplementary material Fig. S1). 

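Glis1 has 1 probe on the array, A_51_P502787, designed on NM_147221 and placed on chromosome 4 from 107011376 to 107011435. Its log2 ratio was -0.997 ± 0.612 (SD, n = 5) in high-Wnt, -1.60 ± 0.66 (SD, n = 5) in medium-Wnt and -2.52 ± 0.27 (SD, n = 7) in low-Wnt tumors. The difference between high-Wnt and low-Wnt tumors was 1.52 (standard error 0.29, limma adjusted p = 0.0487), and the values of the clusters did not overlap (exact two-sided permutation test, p = 0.00126, the smallest possible). Against the medium-Wnt and low-Wnt tumors together the difference was 1.06 (limma adjusted p = 0.309). The reference was well above background at this probe on all 38 arrays. The tumor's color was well above background on every array in 2 of 5 high-Wnt tumors (p75-47 and p75-94), 1 of 5 medium-Wnt (p75-129) and 1 of 7 low-Wnt (p110-416). As a measure of the log2 ratio that an unmeasured gene takes, 22 probes were used that were measured in none of the tumors and whose reference was well above background on every array and within a log2 distance of 1 of that of Glis1. They too were higher in high-Wnt tumors, by a median of 1.00 (5th to 95th percentile 0.65 to 1.52), and 1 of the 22 differed by at least as much as Glis1. Glis1 lay above their 95th percentile in p75-94 (-0.71 against -1.42) and in p110-374 (-0.26 against -0.47) and in none of the other tumors. With each tumor left out in turn, the Glis1 difference stayed between 1.34, without p110-374, and 1.75, and its limma adjusted p between 0.0214 and 0.129, above the threshold in 13 of 17 cases. Over 17 alternative processings the difference was from 0.54 to 2.69 and the adjusted p from 0.0243 to 0.667, above the threshold in 10. The alternative that lowered the difference most, to 0.54 (limma adjusted p = 0.246), used the tumor's color without the reference and was chosen after seeing the data.

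**Figure D2:**
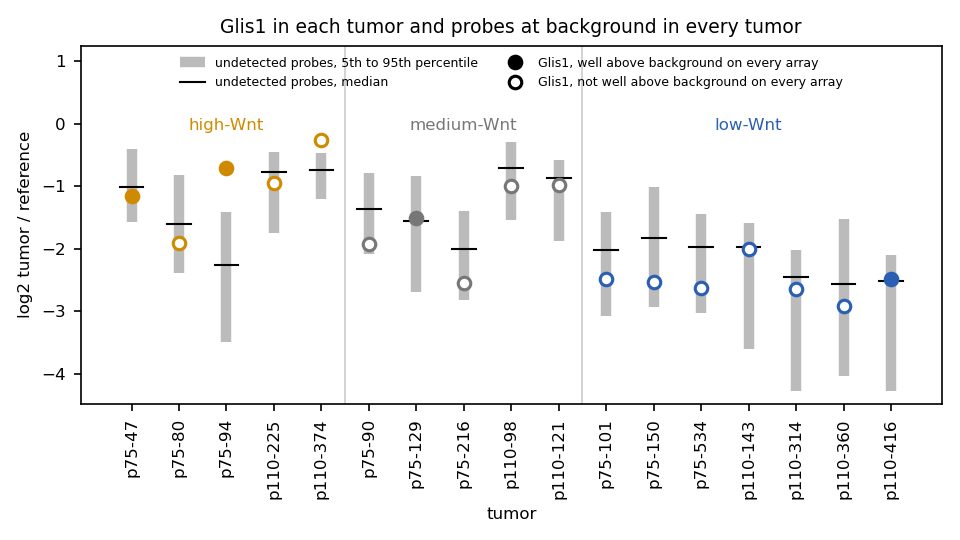
Log2 ratio of Glis1 over the reference in each tumor by cluster, filled where Glis1 was well above background on every array of the tumor. Gray bars give the 5th to 95th percentile and black marks the median of the 22 probes measured in no tumor. In p75-94 Glis1 is at -0.71 and their median at -2.26.

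Of 924 genes whose symbols match families of transcription factors, limma called 10 higher in high-Wnt than in low-Wnt tumors, in order of p Zfp385a, Lef1, Hoxb9, Foxc2, Tcf7, Foxf2, Foxb1, Glis1, Foxd1 and Lhx9. Genes in this list other than Glis1, Lef1 and Tcf7 are named after their values were seen. Glis1 was the eighth by p and had rank 18 by size of the difference among all transcription factors that rose. Zfp385a, with a difference of 2.25 (limma adjusted p = 0.0192, measured in all 12 tumors compared), and Tcf7, measured in 3 high-Wnt and 5 low-Wnt tumors, were the 2 of the 10 that were measured in at least 3 of the 5 high-Wnt tumors. No transcription factor was called under 3 of the alternatives.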

One gene coding for a transcription factor was clearly overexpressed in tumors with high Wnt gene expression: *Glis1*. In addition, we observed a correlation with genes whose expression is associated with epithelial-to-mesenchymal transition (EMT): *Vim*, *Cdh2*, *Snai1*, *Snai2* and *Twist1* were elevated, whereas *Cdh1* and *Ocln* were down-regulated (Fig. 4). In contrast, elevated *Wnt* gene expression did not correlate with that of β-Catenin mRNA, Wnt receptors or markers of stem and progenitor cells (supplementary material Fig. S2).

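All 7 genes had log2 ratios that differed between high-Wnt (n = 5) and low-Wnt (n = 7) tumors in the direction given, and 5 to 7 did so under the alternative processings. In p75 tumors (3 against 3), Snai1, Snai2 and Ocln kept this direction without overlap of the clusters, and Vim, Cdh2, Twist1 and Cdh1 overlapped. Vim went the other way on average there, with -5.16 to -3.35 in high-Wnt and -4.51 to -3.21 in low-Wnt tumors. Cdh1 was measured in none of these p75 tumors and lay between -0.02 and 0.08. In p110 tumors (2 against 4), Vim, Cdh2, Twist1 and Ocln kept the stated direction without overlap, and Snai1, Snai2 and Cdh1 overlapped. By limma, 0 of the 7 passed over all genes, with 4 at an unadjusted p under 0.05. The same 4, Cdh2, Snai1, Twist1 and Ocln, passed when adjusted over the list alone. As sets, by limma, the 5 genes that rise were higher (camera adjusted p = 0.00318, fry adjusted p = 0.0124 over 16 lists) and the 2 that fall were lower (camera adjusted p = 0.0332, fry adjusted p = 0.00506). The genes and their directions are those the paper gives for these same tumors, so these p values do not count against chance. Vim, measured in all 12 tumors, differed by 0.69 (limma adjusted p = 0.723, exact two-sided permutation p = 0.273), and by -0.27 with median centering in place of loess. Snai2, also measured in all 12, had -0.46 ± 1.31 (SD, n = 5) in high-Wnt and -2.05 ± 1.91 (SD, n = 7) in low-Wnt tumors, a difference of 1.60 (limma adjusted p = 0.473, exact permutation p = 0.148) that lay within the spread of the tumors. Snai1, measured in 2 high-Wnt and 3 low-Wnt tumors, differed by 0.86 (limma adjusted p = 0.291, exact permutation p = 0.0341), and by -0.01 in the tumor's color without the reference, an alternative chosen after seeing the data. Cdh2 was not well above background on any array of either cluster, and no fold is given. Twist1 was not well above background on any high-Wnt array and was measured in 1 low-Wnt tumor. No fold is given for it either (limma adjusted p = 0.25). Probes that were measured in no tumor and were about as bright in the reference were set beside these genes. Of 40 such probes for Twist1, 14 differed in log2 ratio by at least as much as Twist1, and of 27 for Cdh2, 21 did so. In p75 tumors 39 of the 40 and 24 of the 27 did so, and in p110 tumors 9 and 20. Cdh1, measured in 1 high-Wnt and 4 low-Wnt tumors, differed by -0.96 (limma adjusted p = 0.62, exact permutation p = 0.244), and by -0.48 without p110-143. The tumors of these clusters in which Cdh1 was measured are all p110 tumors. Ocln, measured in 1 high-Wnt and 6 low-Wnt tumors, had 0.40 ± 0.21 (SD, n = 5) and 0.93 ± 0.31 (SD, n = 7), a difference of -0.53 (limma adjusted p = 0.162, exact permutation p = 0.00884).

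**Figure D3:**
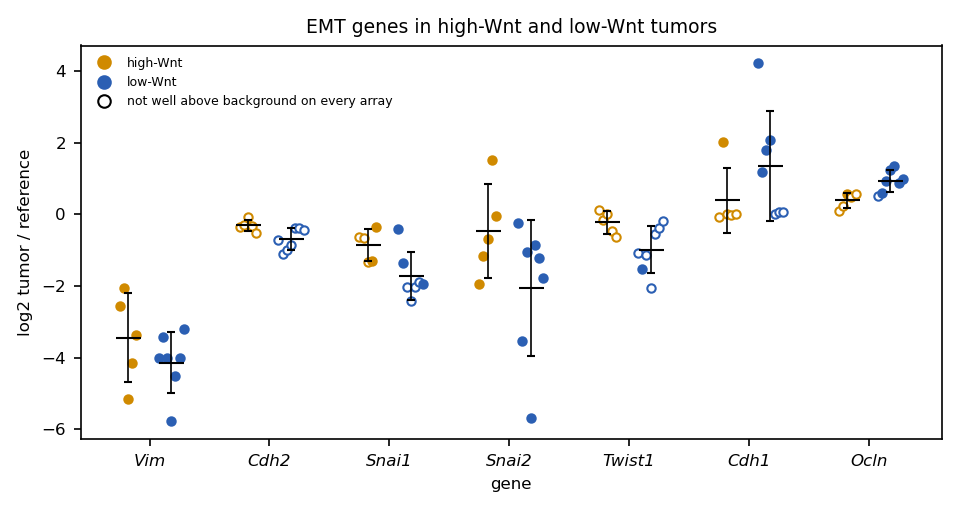
Log2 ratio over the reference of the 7 genes in each high-Wnt and low-Wnt tumor, with mean and SD, as open points where the gene was not well above background on every array of the tumor. Cdh2 has open points alone, and Vim and Snai2 have filled points alone.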

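Ctnnb1, which encodes β-Catenin and was measured in all 17 tumors, had a log2 ratio of 0.04 ± 1.38 (SD, n = 5) in high-Wnt and 0.24 ± 0.74 (SD, n = 7) in low-Wnt tumors, a difference of -0.19 (standard error 0.55, limma adjusted p = 0.918). The genes of Fig. S2 were not at hand, and fixed lists of receptors and markers were used in their place. Of 16 genes for β-Catenin and Wnt receptors, limma called 0 adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05. Their median difference was 0.07, and the smallest p adjusted over the list was 0.127. With the mean of all probes of a gene in place of the brightest probe, Ryk passed over the list, with a difference of 0.37 (limma p adjusted over the list 0.00684). Of 22 stem and progenitor markers, limma called 3 adjusted over the list alone and 0 over all genes, with 7 at an unadjusted p under 0.05 and a median difference of 0.05. Klf4 was higher in high-Wnt tumors by 2.36 (standard error 0.69, limma p adjusted over all genes 0.169, measured in all 12 tumors). Procr was higher by 1.43 (standard error 0.43, 0.173 adjusted over all genes) and measured in 4 high-Wnt and 7 low-Wnt tumors. Kit had a difference of -1.90 (standard error 0.60, 0.196 adjusted over all genes) and was measured in the same numbers of tumors. The count over the list was 0 in 13 of the 17 fits that left out 1 tumor.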

**Fig. 4.**
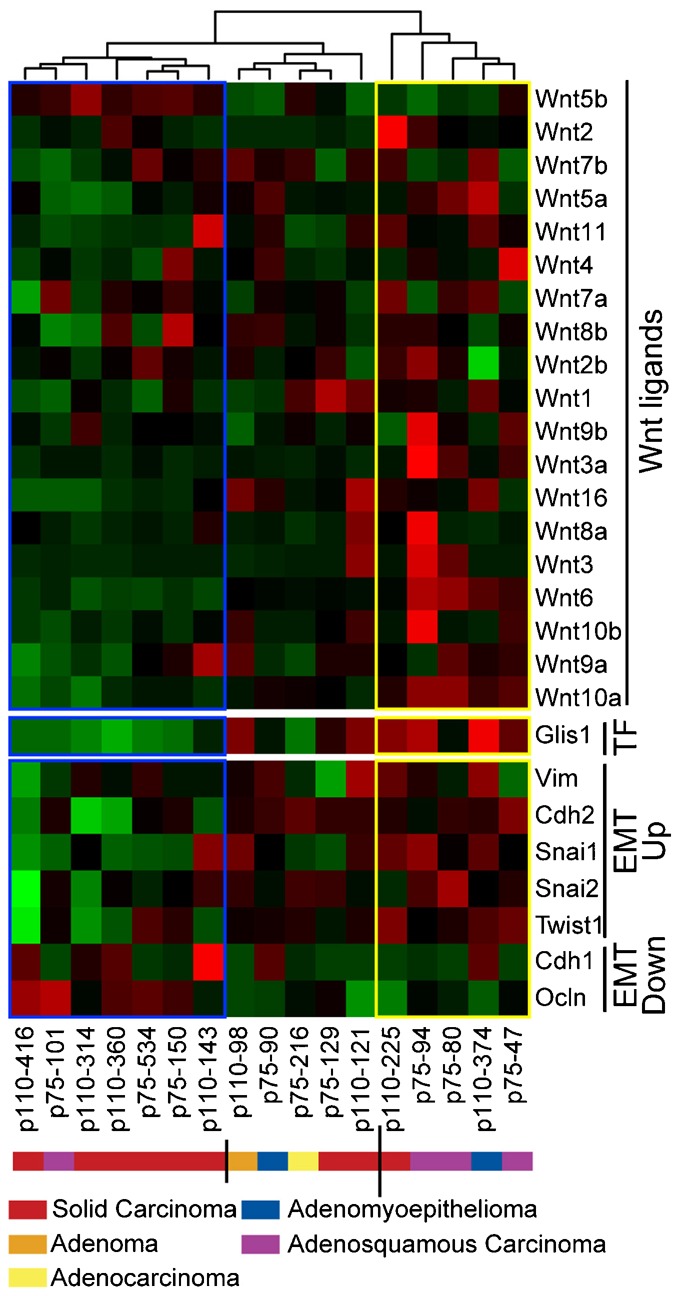
Activation of the Wnt/β-Catenin Pathway in MMTV-CUX1 Mammary Tumors Is Associated with High Expression of *Glis1*. Expression profiling was performed on microdissected tumor cells from 17 mammary tumors that developed in MMTV-p110 or p75 CUX1 transgenic mice, including 8 solid carcinomas (p110-416, p110-314, p110-360, p75-534, p75-150, p110-143, p75-129, p110-225), 4 adenosquamous carcinomas (p75-101, p75-94, p75-80, p75-47), 1 adenoma (p110-98), 2 adenomyoepitheliomas (p75-90, p110-374), and 1 adenocarcinoma (p75-216). The complete expression profiles are available on the Gene Expression Omnibus (GEO) repository under accession number GSE54804. The figure shows a heatmap of mammary tumors grouped according to an unsupervised hierarchical clustering of *Wnt* gene expression. Expression of *Glis1*, as well as *Vim*, *Cdh1*, *Cdh2*, *Snai1*, *Snai2*, *Ocln* and *Twist1* in each tumor is shown below. The cluster of “high-Wnt” tumors is boxed in yellow and the cluster of “low-Wnt” tumors is boxed in blue. Each column represents one tumor, with the transgene (p110 or p75 CUX1) and mouse ID number indicated below.

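In a fixed list of 15 target genes of the Wnt/β-Catenin pathway, 10 were higher and 5 lower in high-Wnt (n = 5) than in low-Wnt (n = 7) tumors. The median difference in log2 ratio was 0.37 and the mean 0.79. As a set they were higher by camera (p = 0.000211, adjusted 0.00113 over 16 lists), which presets the correlation between genes, and by fry, which does not, before adjustment (p = 0.0254, adjusted 0.0581). Their score, the mean of the genes' z-scores, differed by 0.72 (exact permutation p = 0.0707), and by -0.05 without the adenosquamous carcinomas (exact permutation p = 0.893, 2 against 6 tumors). Among those 6 is p110-416, a low-Wnt solid carcinoma with log2 ratios of 5.17 for Nkd1 and 4.72 for Apcdd1, 2 genes chosen for mention after their values were seen. For both genes the 2 high-Wnt tumors left, p110-225 and p110-374, were above the other 5 low-Wnt tumors, so a part of the histology in the rise stays open. Lef1, Tcf7 and Bmp4 passed adjusted over the list alone. Lef1 had -0.68 ± 0.76 (SD, n = 5) and -2.58 ± 0.48 (SD, n = 7), a difference of 1.90 (limma adjusted p = 0.0267), and was measured in 2 high-Wnt tumors and 1 low-Wnt tumor. Tcf7 had 0.07 ± 0.53 (SD, n = 5) and -1.72 ± 0.62 (SD, n = 7), a difference of 1.78 (limma adjusted p = 0.041). Bmp4 differed by 0.51 (limma adjusted p = 0.0966) and was measured in 1 tumor of each cluster. Axin2, chosen for mention after its values were seen, was measured in 1 low-Wnt tumor and in no high-Wnt tumor and differed by -0.17 (limma adjusted p = 0.948). The sign comes from p110-416, at 4.74, where the other 6 low-Wnt tumors ran from -1.36 to 0.17 and the high-Wnt tumors from -0.31 to 1.02. Among genes called between the clusters without overlap of their values, the largest rises were those of Krt16, by 4.76, of Wnt10a, and of Ccnd2, by 3.08, Irg1, by 2.97, and Dhh, by 2.35. Krt16 was measured in 5 high-Wnt and 6 low-Wnt tumors and had 4.70 ± 2.39 (SD, n = 5) and -0.07 ± 0.44 (SD, n = 7, limma adjusted p = 0.0287). Ccnd2 was measured in 4 and 3 tumors. The largest falls were those of an unnamed transcript, ENSMUST00000067474 (difference -3.88), of AI448196 (-3.03), Ceacam10 (-2.72), Pdgfd (-2.60) and Irx2 (-2.57), each measured in all 7 low-Wnt tumors. With median centering, none of these genes passed.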

### Higher Expression of *WNT* Genes in Human Breast Cancers Correlates With *CUX1*, *GLIS1* and EMT Markers

We verified whether high *WNT* gene expression correlates with that of *CUX1* and *GLIS1* in human breast cancers. As previously discussed, Affymetrix microarrays do not have a relevant probe for *CUX1* (Sansregret et al., 2011), but the Oncomine database still contained three breast cancer datasets with data on *CUX1* expression (Esserman et al., 2012; Glück et al., 2012; Cancer Genome Atlas Network, 2012). These datasets were sorted according to expression of *WNT* genes using the BreSAT algorithm. As mentioned above, this tool allows one to investigate a continuous trend across the data. The heatmap generated from one breast cancer dataset is presented in Fig. 5A as an example (Esserman et al., 2012). The top 25% of samples ranked according to *WNT* expression exhibited significantly higher expression of *CUX1* and *GLIS1* genes than the bottom 25% of samples (Fig. 5A,B). Overall, A correlation between *CUX1* and *WNT* levels was observed in the 3 out of 3 breast cancer datasets that had a relevant *CUX1* probe (Esserman, Gluck, TCGA), and between *Glis1* and *WNT* in 7 out of 8 datasets with Glis1 probes (supplementary material Table S1). In the Esserman dataset, we also observed a correlation with most, but not all, genes of the EMT signature: *VIM*, *SNAI1* and *TWIST1* were elevated, whereas *CDH1* and *OCLN* were decreased (Fig. 5A,C). A significant correlation between *WNT, CUX1, GLIS1* and EMT markers was also observed in the Gluck and the TCGA datasets (supplementary material Fig. S3).

**Fig. 5.**
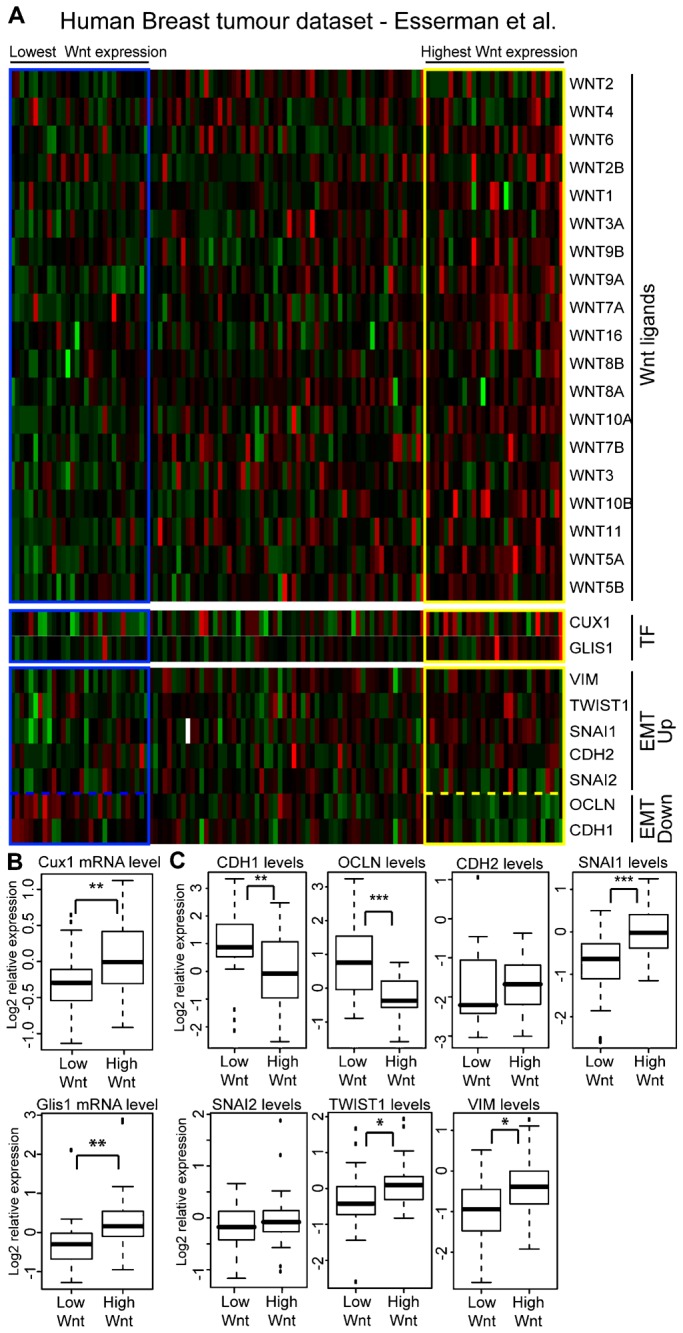
Correlation Between *WNT*, *CUX1* and *GLIS1* Gene Expression in a Human Breast Tumor Dataset. (A) Heatmap of a human breast tumor dataset sorted according to *WNT* genes expression using the BreSAT algorithm. Expression of *CUX1*, *GLIS1*, *VIM*, *TWIST1*, *SNAI1*, *CDH2*, *SNAI2*, *OCLN* and *CDH1* in each tumor is shown below. (B) *CUX1* and *GLIS1* expression in the top 25% and bottom 25% samples sorted according to *WNT* genes expression. * indicates p<0.05, ** <0.01, *** <0.001 on a Welch-corrected student's T test. (C) *CDH1*, *OCLN*, *CDH2*, *SNAI1*, *SNAI2*, *TWIST1* and *VIM* expression in the top 25% and bottom 25% samples sorted according to Wnt genes expression. * indicates p<0.05, ** <0.01, *** <0.001 on a Welch-corrected student's T test.

### Ectopic Expression of GLIS1 in an MMTV-CUX1 Tumor Cell Line Leads to Wnt Genes Activation

Expression profiling analysis in human and mouse mammary tumors suggested that high *Wnt* gene expression requires both CUX1 and GLIS1. We verified this hypothesis using the “non-Wnt” cell line, p75-534, which displays low expression levels of *Wnt* and *Glis1* mRNA. To test whether higher GLIS1 expression was able to convert p75-534 cells to a “Wnt” phenotype, we ectopically expressed GLIS1 using a lentiviral vector and then measured the expression of *Wnt* mRNAs and β-catenin protein. We observed a 10-fold increase in the expression of *Wnt2*, *Wnt2b*, *Wnt7b* and *Wnt10a* and a 2-fold increase in *Wnt3a*, *Wnt5a*, *Wnt6*, *Wnt7a*, and *Wnt9b* (Fig. 6A). In agreement with these finding, the steady-state levels of β-catenin protein was significantly increased (Fig. 6B). We conclude that higher expression of GLIS1 in mammary tumor cells from MMTV-CUX1 transgenic mice leads to the transcriptional activation of several *Wnt* genes.

**Fig. 6.**
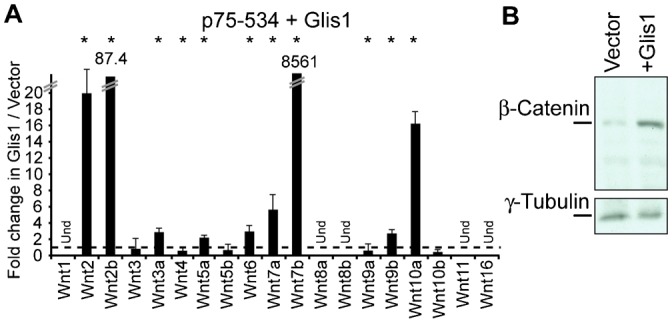
Glis1 expression in MMTV-CUX1 Tumor Cell line correlates to activation of the Wnt/β-Catenin pathway. (A) Cells of the “non-Wnt” p75-534 tumor line were infected with a lentivirus expressing GLIS1 or nothing (vector). Two days later, *Wnt* mRNA levels were measured by RT-qPCR. Und: Undetected. Results of triplicate experiments are shown. * P Value<0.05 on a Welch corrected T test. (B) β-Catenin expression was analyzed by immunoblotting in the same cells as in A.

### GLIS1 and p110 CUX1 Cooperate to Activate the Wnt/β-Catenin Pathway and to Stimulate Cell Motility and Invasiveness

To verify whether GLIS1 and p110 CUX1 cooperate to activate the Wnt/β-catenin pathway, lentiviral expression vectors for either or both of these factors were introduced into MCF10A untransformed mammary epithelial cells derived from breast reduction surgery (Rak et al., 1991). Measurements of *WNT* gene expression revealed that each factor on its own is able to stimulate the expression of several *WNT* genes, however, for most genes highest expression was achieved when both GLIS1 and p110 CUX1 were co-expressed (Fig. 7A). In agreement with these results, highest levels of the non-phosphorylated nuclear β-catenin isoform (Fig. 7B,C) and highest TOP/FOP reporter activation (Fig. 7D) were observed in MCF10A cells stably expressing both GLIS1 and p110 CUX1.

**Fig. 7.**
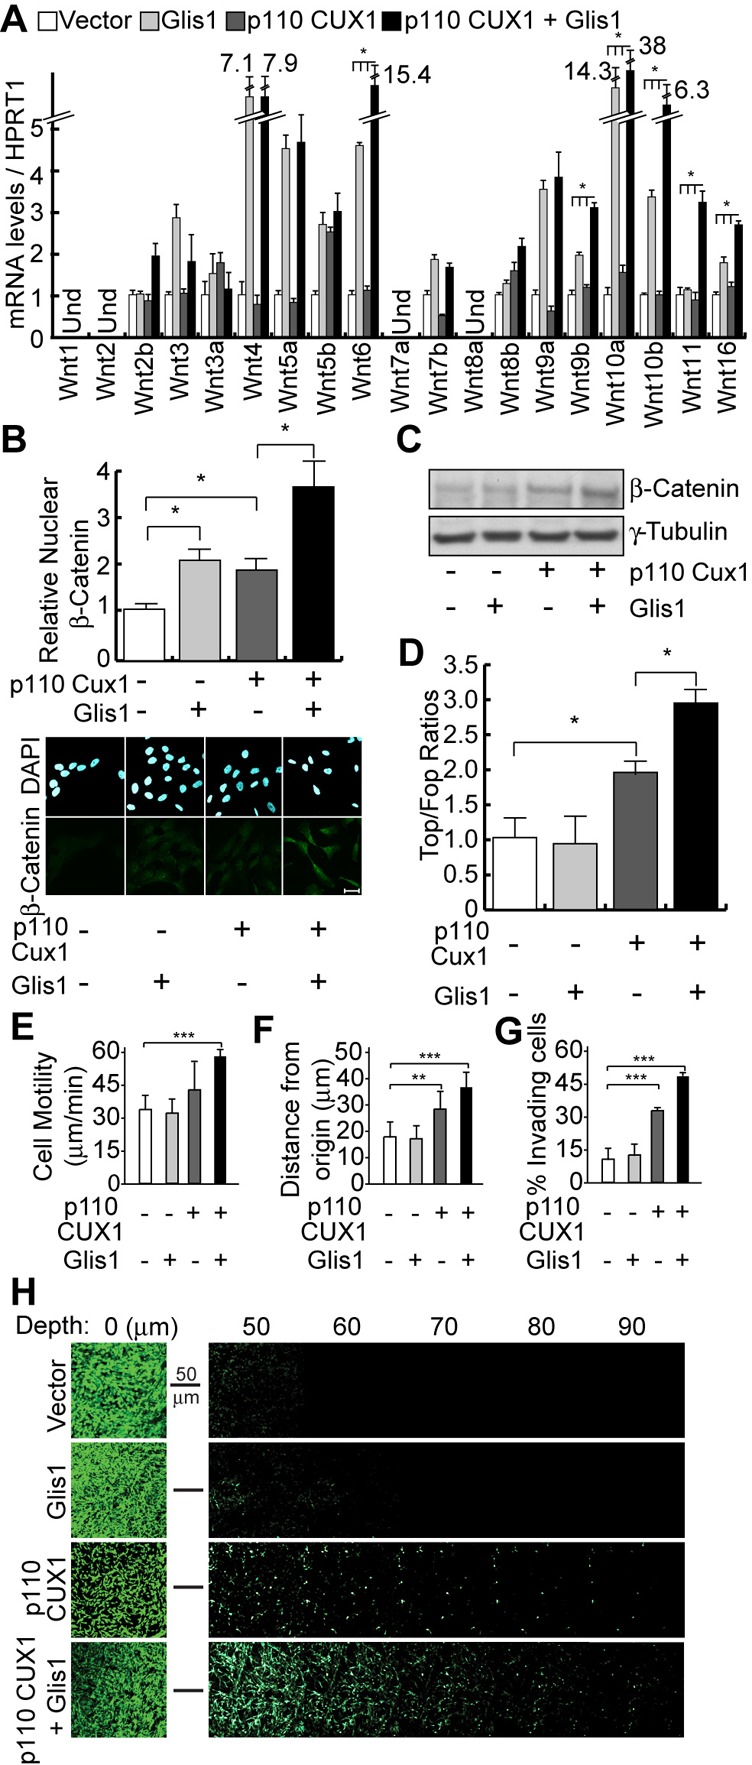
GLIS1 and p110 CUX1 Cooperate To Activate the Wnt/β-Catenin Pathway and to Stimulate Cell Motility and Invasiveness in Nontransformed Mammary Epithelial Cells. We established populations of MCF10A cells stably carrying lentiviral vectors that express nothing (vector), GLIS1, p110 CUX1, or both GLIS1 and p110 CUX1. (A) *Wnt* gene mRNA levels were measured by RT-qPCR. Und: Undetected. * P Value<0.05 on a Welch corrected T test when comparing the p110+Glis1 samples vs. each of the other 3. (B) β-Catenin protein levels were measured by immunofluorescence using antibodies specific for the active, non-phosphorylated form of the protein. Histogram shows the mean nuclear signal for β-Catenin for at least 50 cells per condition. * P Value<0.05 on a Welch corrected T test. A representative image of each condition is shown below. Scale bar: 20µm. (C) β-Catenin protein levels were measured by immunoblotting using antibodies specific for the active, non-phosphorylated form of the protein. γ-Tubulin is shown as a loading control. (D) MCF10A cells were transiently transfected with either the TOP of the FOP luciferase reporter, a vector expressing p110 CUX1 or an empty vector, and a vector expressing GLIS1 or the corresponding empty vector. Luciferase activity was measured in 3 independent transfections. * P Value<0.05 on a Welch corrected T test. (E) MCF10A cells ectopically expressing GLIS1, p110 CUX1 or both were imaged by time-lapse video microscopy and their speed of migration was quantified. The average of 3 independent experiments is shown with error bars representing standard error. ** P Value<0.01, *** <0.001 on 3 combined Welch corrected T tests using the Fisher method. (F) Time-lapse video microscopy was carried out as in E and distance migrated from the point of origin was quantified. (G) MCF10A cells overexpressing GLIS1 and p110 CUX1 alone or both were subjected to inverted Boyden chamber invasion assays. The percentage of cells able to migrate more than 20 µm into the matrix is shown for each line. The average of 3 independent experiments is shown. (H) Confocal Z-Stacks acquired 10 µm apart are aligned to demonstrate invasion of MCF10A-derivative cells into the matrix. Representative Z-stack for each condition is displayed. The leftmost image represents cells at the surface of the matrix (Depth = 0).

To investigate whether the observed increase in *WNT* genes correlates with an EMT-like, migratory and invasive phenotype, we measured cell migration and invasion using live-cell imaging and a quantitative matrix invasion assays. Measurements of cell migration indicated that overexpression of GLIS1 alone was insufficient to enhance cell motility, that overexpression of p110 CUX1 promoted a moderate increase in cell migration, whereas overexpression of both GLIS1 and p110 CUX1 led to significant increases in both speed and distance of migration (Fig. 7E,F; supplementary material Fig. S4). To determine whether the combination of CUX1 and GLIS1 could promote cell invasion through a 3D matrix, we performed inverted invasion assays where cells are plated on the bottom of matrigel/collagen coated boyden chamber and are allowed to invade towards a chemo-attractant, serum in this case. As expected based on the live cell imaging results, we saw an increase in the invasive capacity of MCF10A cells co-expressing CUX1 and GLIS1 compared to either one alone (Fig. 7G,H).

To verify whether p110 CUX1 and GLIS1 cooperate to activate the Wnt/β-catenin pathway in human breast cancer cells as well, Hs578t cells were infected with lentiviral vectors encoding either one of these factors or the combination of both. Combined expression of p110 CUX1 and GLIS1 had a significantly greater effect than either gene alone on the expression of several Wnt genes (Fig. 8A) and levels of nuclear β-catenin (Fig. 8B). TCF/β-catenin transcriptional activity was also tested using the TOP/FOP reporter system in cells co-transfected with suboptimal amounts of either the p110 CUX1 or GLIS1 effector plasmid, or the combination of both. The highest level of TOP/FOP ratio was observed in cells transfected with both effectors (Fig. 8C). Finally, a higher cell motility was measured in cells expressing both p110 CUX1 and GLIS1 (Fig. 8D,E). We conclude that p110 CUX1 and GLIS1 can cooperate in the activation of Wnt genes in human breast cancer cells.

**Fig. 8.**
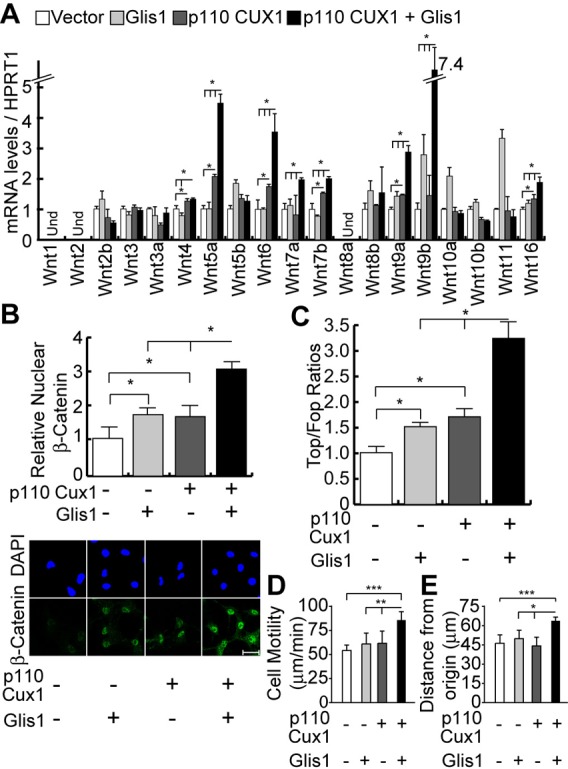
GLIS1 and p110 CUX1 Cooperate To Activate the Wnt/β-Catenin Pathway and to Stimulate Cell Motility in Breast Cancer Cells. We established populations of Hs578t cells stably carrying lentiviral vectors that express nothing (vector), GLIS1, p110 CUX1, or both GLIS1 and p110 CUX1. (A) Wnt gene mRNA levels were measured by RT-qPCR. Und: Undetected. * P Value<0.05 on a Welch corrected T test. (B) β-Catenin protein levels were measured by indirect immunofluorescence using antibodies specific for the active, non-phosphorylated form of the protein. Histogram shows the mean nuclear signal for β-Catenin for at least 50 cells per condition. * P Value<0.05 on a Welch corrected T test. A representative image of each condition is shown below. Scale bar: 20µm. (C) Hs578t cells were transiently transfected with either the TOP of the FOP luciferase reporter, and suboptimal amounts (50 ng) of effector plasmids coding for nothing (−), p110 CUX1 or GLIS1. Luciferase activity was measured in 3 independent transfections. * P Value<0.05 on a Welch corrected T test. (D) Hs578t cells ectopically expressing GLIS1, p110 CUX1 or both were imaged by time-lapse video microscopy and their speed of migration was quantified. The average of 3 independent experiments is shown with error bars representing standard error. ** P Value<0.01, *** <0.001 on a Welch corrected T test. (E) Time-lapse video microscopy was carried out as in D and distance migrated from the point of origin was quantified.

## DISCUSSION

Strikingly, while there is a single Wingless gene in Drosophila, there are 19 Wnt genes in mammals. We understand that duplication of *Wnt* genes during evolution led to the association of *Wnt* coding sequences with a large repertoire of regulatory sequences, a process that ultimately enabled the expression of distinct *Wnt* genes in specific cells at precise times in order to activate Wnt pathways. Superimposed on the complex transcriptional regulation of Wnt ligands is the combinatorial nature of Wnt receptors and the multiple control steps that can prevent or limit Wnt pathway activation. Delivery of receptors at the cell membrane or secretion of ligands can be inhibited. Moreover, secretion of non-membrane bound receptors can squelch the action of ligands that are present in the extracellular milieu. Altogether, the multiple ways by which Wnt pathways can be activated and inhibited enables precise regulation both in time and space. Yet, perturbations in one or the other control systems have been found to cause aberrant activation of the Wnt/β-catenin pathway in human cancers. The majority of cases were reported in colon cancers and involve inactivating mutations of the APC tumor suppressor or mutations that affect axin or β-catenin itself (Segditsas and Tomlinson, 2006). In addition, autocrine activation of the Wnt/β-catenin pathway was shown to occur in a sizeable fraction of cancers from multiple organs and tissues (see Introduction). While elevated Wnt gene expression and repression of secreted Frizzled genes have been reported, we know very little about the transcription factors that play a role in the regulation of these genes.

In this study, we presented evidence from transgenic mouse models, tissue culture systems and human breast cancer databases implicating the CUX1 and GLIS1 transcription factors in the autocrine activation of the Wnt/β-catenin pathway. A fraction of mammary tumors from MMTV-p75 and p110 CUX1 transgenic mice exhibit higher Wnt gene expression (Cadieux et al., 2009). Using inhibitors that prevent activation of the FRP-LRP5/6 receptor in a mouse mammary tumor-derived cell line, we demonstrated that elevated *Wnt* gene expression leads to autocrine activation of the Wnt/β-catenin pathway (Fig. 1). CUX1 knockdown in six human tumor cell lines that display autocrine activation of the Wnt/β-catenin pathway showed that CUX1 is required for maximal expression of *WNT* genes (Fig. 2). In turn, ectopic expression of p110 CUX1 in three human cell lines led to increased β-catenin expression (Fig. 3). Moreover, stimulation of TCF/β-catenin transcriptional activity in this context was dependent on FRP-LRP5/6 receptor activation. Together these results clearly establish a causal link between CUX1 transcriptional function, the expression of *Wnt* genes, the activation of FRP-LRP5/6 receptors and the stimulation of TCF/β-catenin transcriptional activity. Note that we cannot exclude that Wnt ligands produced by a given cell in a culture dish can bind and activate a FZD/LRP receptor present on a neighboring cell, a type of signaling that could be described as paracrine. However, the term paracrine stimulation is reserved for cells of different types. Since cell lines maintained as monolayers in a culture dish are composed of one type of cells only, the term autocrine loop is more appropriate.

We note that distinct sets of Wnt genes were regulated in response to CUX1 knockdown or overexpression in different cell lines and tumors (Figs 2 and 4). For example, CUX1 did not stimulate the expression of WNT5A in MCF10A cells, although this gene was upregulated in two MMTV-CUX1 mammary tumors and was previously reported to be activated by CUX1 in the PANC1 and HT1080 cell lines (Figs 4 and 6) (Ripka et al., 2007). 

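On the arrays of the mammary tumors, Wnt5a has 1 probe, designed on NM_009524 and placed on chromosome 14. Its log2 ratio over the reference RNA was highest in p110-374, at 0.47, and next in p75-80, at 0.34, both high-Wnt tumors, followed by p75-90, a medium-Wnt tumor, at 0.28. The whole range over the 17 tumors was 0.56. The tumor's color was not well above background at this probe in any of the 17 tumors, nor on any array of the high-Wnt or low-Wnt cluster, so no fold between clusters is given.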

Clearly, CUX1 is neither sufficient nor required in all cell lines or tumors for the expression of all *Wnt* genes. A few points are worth considering. First, ChIP-chip assays in 8 different cell lines indicated that CUX1 binds to the promoter of only 6 Wnt genes: Wnt 1, 2, 4, 6, 8b and 10a (Cadieux et al., 2009; Harada et al., 2008). Although we cannot exclude that CUX1 may regulate other Wnt genes from a distant binding site, it is likely that CUX1 directly regulates only a subset of *Wnt* genes. The effect of CUX1 on other *Wnt* genes must be mediated indirectly through other transcription factors or co-regulators. We envision that precise regulation of each *Wnt* gene must rely on distinct combinations of transcription factors and co-regulators such that the ultimate effect of CUX1 on a particular *Wnt* gene will vary depending of the status of these factors in each cell line.

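In the 17 microdissected tumors that were profiled, the high-Wnt cluster of Fig. 4 holds 5 tumors, or 29.4%. These are 3 of the 9 tumors from p75 and 2 of the 8 tumors from p110 CUX1 transgenic mice.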

The fact that one third or less of mammary tumors from MMTV-CUX1 transgenic mice exhibited elevated *Wnt* gene expression indicated that CUX1 alone is not sufficient to activate this pathway and provided an opportunity to identify other transcription factors that cooperate with CUX1 in this process. Expression profiling of microdissected mammary epithelial tumor cells revealed that *Glis1* is overexpressed in tumors that display elevated *Wnt* expression (Fig. 4). 

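Across the 17 tumors the log2 ratio of Glis1 followed the rank sum of the Wnt genes, with a Pearson's r of 0.708 (permutation p = 0.00149) and a Spearman's rho of 0.743 (permutation p = 0.00102, adjusted 0.0143 over 14 relations). Without p110-416 and p110-314, the 2 tumors farthest from the median rank sum, r was 0.693 (permutation p = 0.00357). Glis1 was well above background on every array in 4 of the 17 tumors, so elsewhere its ratio rests on a signal near background. The median of the 22 probes measured in no tumor was -0.77 and -0.75 in the high-Wnt p110 tumors. It was -1.98 to -2.56 in the low-Wnt p110 tumors, and the clusters overlapped in p75 tumors. How much of the relation comes from such a level was not tested. The relation was lost with median centering, where rho was 0.431 (permutation p = 0.0837). It was also lost in the tumor's color without the reference, chosen after seeing the data, where rho was 0.21 (permutation p = 0.417). It held in the other 11 of 13 alternatives. Within the low-Wnt cluster r was 0.226 and rho was 0.0714 (exact permutation p = 0.664 and p = 0.906, n = 7), and none was computed in the other clusters, which hold 5 tumors each. Among p75 tumors r was 0.709 (exact permutation p = 0.0317) and rho was 0.6 (exact permutation p = 0.0968, n = 9), and r was 0.496 without the 2 tumors farthest from their median rank sum. Among p110 tumors r was 0.84 (exact permutation p = 0.0105) and rho was 0.857 (exact permutation p = 0.0107, n = 8). In p110 tumors Glis1 also followed the share of probes well above background, with an r of -0.892 and a rho of -0.857 (exact permutation p = 0.00414 and p = 0.0107, n = 8), and in p75 tumors it did not, with an r of 0.47 and a rho of 0.3 (exact permutation p = 0.204 and p = 0.437, n = 9). Without the 2 tumors farthest from the median share, r was -0.925 among p110 and -0.182 among p75 tumors. Between high-Wnt and low-Wnt tumors of the same transgene, Glis1 differed by 1.28 in p75 tumors (exact permutation p = 0.1, the smallest that 3 against 3 allow) and by 1.91 in p110 tumors (exact permutation p = 0.0667, the smallest that 2 against 4 allow), so neither could have reached 0.05. The gap between these 2 differences, -0.63, did not pass a permutation of transgenes within clusters (p = 0.351). It reversed to 0.85 with median centering. All tests were two-sided. From the level of Glis1 in the cluster of Fig. 4 with high Wnt gene expression, the paper concludes that this gene is overexpressed where Wnt expression is elevated. From the profiles of human and mouse mammary tumors together, the paper proposes that high Wnt expression needs both CUX1 and GLIS1. It tests GLIS1 in p75-534 cells, and the pair in MCF10A cells (Fig. 7) and in a breast cancer cell line.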

Meta-analysis of human breast cancer datasets showed that elevated *WNT* gene expression also correlated with high levels of *CUX1* and *GLIS1* (Fig. 5; supplementary material Fig. S3; Table S1). High expression of GLIS1 in cancers is particularly striking considering that *Glis1* expression in mouse was found to be elevated in unfertilized eggs and one-cell embryos but weak in adult tissues (Maekawa et al., 2011). Co-expression experiments in the MCF10A non-transformed mammary epithelial cell line confirmed that CUX1 and Glis1 can cooperate to activate several Wnt genes and stimulate TCF/β-catenin transcriptional activity (Fig. 7).

GLIS1 has been shown to cooperate with Oct3/4, Sox2 and Klf4 (OSK) in the activation of several *Wnt* genes and in the reprogramming of mouse fibroblasts (Maekawa et al., 2011). Expression profiling analysis indicated that GLIS1 cooperates with OSK to increase the expression of several Wnt ligands (Wnt3, Wnt6, Wnt8a and Wnt10a) in p53^−/−^ MEFs. We also observed that that GLIS1 increased the expression of many Wnt genes in MCF10A cells: Wnt3, Wnt4, Wnt5b, Wnt6, Wnt9a, Wnt10a and Wnt10b (Fig. 7A). We did not, however, observe the upregulation of stem or progenitor cell markers in mammary tumors that otherwise displayed Glis1, CUX1 and Wnt expression (supplementary material Fig. S2). Hence, we conclude that Glis1 is not sufficient but requires OSK factors to activate stem cell markers. One functional class of genes whose regulation in mammary epithelial cells correlated with that of *Wnt*, *Cux1* and *Glis1* are those associated with epithelial-to-mesenchymal transition (EMT). Both in mouse mammary tumors and in human breast cancers, we observed elevation of Vim, Cdh2 (N-cadherin), Snai1 and Twist1 and downregulation of Cdh1 (E-cadherin) and Ocln (Figs 4, 5; supplementary material Fig. S3). These findings are in agreement with previous studies showing that *CUX1* knockdown inhibits cell motility (Michl and Downward, 2006; Michl et al., 2005) and that ectopic CUX1 expression can stimulate cell migration and invasion (Kedinger and Nepveu, 2010; Kedinger et al., 2009). 

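On the arrays of the mammary tumors, Cux1 was measured in all 17 tumors. Its brightest probe, designed on NM_198602 and placed on chromosome 5 from 135219591 to 135219650, had a log2 ratio of -0.73 ± 0.37 (SD, n = 5) in high-Wnt, -1.48 ± 0.41 (SD, n = 5) in medium-Wnt and -1.53 ± 0.52 (SD, n = 7) in low-Wnt tumors. The difference between high-Wnt and low-Wnt tumors was 0.80 (standard error 0.25, limma adjusted p = 0.199, exact two-sided permutation p = 0.0215), and it was -0.09 with median centering in place of loess. Against the rank sum of the Wnt genes, r was 0.368 (permutation p = 0.144) and rho was 0.561 (permutation p = 0.0206, adjusted 0.0412, n = 17), and r was 0.748 without the 2 tumors farthest from the median rank sum. Among p75 tumors r was 0.752 (exact permutation p = 0.0188) and rho was 0.817 (exact permutation p = 0.0108, n = 9). Among p110 tumors r was 0.00576 (exact permutation p = 0.989) and rho was 0.214 (exact permutation p = 0.619, n = 8). Without the 2 tumors farthest from the median rank sum, r was 0.746 and rho 0.886 among the p110 tumors left, so the values over all 8 rest on those 2 tumors. The p75 and p110 tumors differed by -0.05 (limma adjusted p = 0.96).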

Our results in MCF10A human mammary epithelial cells revealed that GLIS1 cooperates with CUX1 to simulate cell migration and invasion. Altogether, the findings that GLIS1 stimulates both the production of induced pluripotent stem cells by OSK factors and the activation of EMT markers by CUX1 indicate that GLIS1 can regulate distinct sets of transcriptional targets depending on cell context. Overall, results from these two independent studies reveal an important role of GLIS1 in reprogramming gene expression profiles.

Activation of Wnt signaling has been associated with an EMT gene expression signature in a number of studies, notably in basal-like breast cancers (DiMeo et al., 2009). Whether activation of Wnt signaling is sufficient by itself to promote cell motility is not clear. We can envisage a scenario where both Wnt signaling and cell motility would be stimulated by a common set of transcription factors. Indeed, the present study strongly suggests that GLIS1 and CUX1 play an important role in the promotion of both the Wnt signaling and the EMT phenotype in many cancer cells.

## Supplementary Material

Supplementary Material

# Supplementary material for: Autocrine Activation of the Wnt/β-Catenin Pathway by CUX1 and GLIS1 in Breast Cancers
**Source:** Biol Open. 2014 Sep 12;3(10):937–46. doi: 10.1242/bio.20148193
**Supplement:** Supplementary Material

Autocrine Activation of the Wnt/β-Catenin Pathway by CUX1 and GLIS1 in Breast Cancers — Supplementary Material 

# Autocrine Activation of the Wnt/β-Catenin Pathway by CUX1 and GLIS1 in Breast Cancers

## bio.20148193 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material - Charles Vadnais et al. doi: 10.1242/bio.20148193

How the deposited data were processed for this re-analysis (not part of the article)

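RNA from the microdissected epithelial cells of 17 mammary tumors was amplified in 2 rounds by the authors and compared on 2-color Agilent arrays with an amplified mouse reference RNA. Each array holds 45018 spots, of which 43379 are not controls, for 41174 probes. The intensity and background values in the deposited scanner files were measured by the authors with Agilent's Feature Extraction and are not normalized. The table of processed values deposited by the authors holds log2 ratios of tumor over reference, made by normexp background correction with an offset of 50, loess within each array and averaging of the dye-swapped arrays, as was checked against the scanner files, with a largest difference of 4.98e-08 over the 17 tumors. The paper's text names limma and not these settings.

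All values were computed again from the scanner files with R 4.3.3, limma 3.58.1 and statmod 1.5.0, and figures were drawn with matplotlib 3.10.9. Mean signals were corrected for the median local background by normexp with an offset of 50, and controls and outlier spots (0.545%) were then left out. Saturated spots were kept. Each array was normalized by loess, turned to tumor over reference by the dye given in its labels, and averaged over spots of a probe and over the arrays of a tumor. Averaging over swapped dyes cancels a dye effect of a gene. The brightest probe stood for a gene. Accessions of 22951 of the 41174 probes (55.7%) were found in the RefSeq table of the mouse genome and took its symbol, and the other probes kept the name in the files. Of 44 named genes, 16 have several probes, and for 4 of these (Cdh2, Ocln, Ctnnb1 and Lef1) the probes differed in sign between high-Wnt and low-Wnt tumors.

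Tumors were grouped by the clusters drawn in Fig. 4, with 5 high-Wnt, 5 medium-Wnt and 7 low-Wnt tumors, and were not regrouped by their values. The main comparison, high-Wnt against low-Wnt, was the contrast of a limma fit with the 3 clusters as groups and no covariate (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05 over 28786 genes). Single values were compared with exact two-sided permutation tests of the difference in means. Correlations were tested by permutation, exact with fewer than 10 tumors and with 100000 resamples otherwise. Gene lists were tested with camera and fry. The loss of precision with few arrays and weak signals was not put into intervals. In a test on simulated data with 28560 genes and the same groups, 80.5% of 200 changed genes were recovered, with the right sign in 100%. Of those changed by at least 3 on the log2 scale, 92% were recovered, and 3.59% of the calls were unchanged genes. Simulated values were drawn independently for each gene, without a background level or a shift shared between genes. These rates therefore need not hold for the arrays, where unmeasured probes shifted together between clusters.

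The genes to be named were chosen by a rule. They are the genes the paper names for these arrays (19 Wnt genes, Glis1, 7 EMT genes, Ctnnb1 and Cux1), members of the other lists that passed over their own list, and the 5 largest rises and falls among called genes whose values in the 2 clusters do not overlap. The lists were Wnt ligands, EMT genes that rise and that fall, β-Catenin and Wnt receptors, stem and progenitor markers, Gli and Glis genes, Cut genes, Wnt/β-Catenin targets, Wnt antagonists, and markers of fibroblasts, endothelium, immune cells, adipocytes, basal and myoepithelial cells, luminal cells and squamous cells. Transcription factors were taken as symbols that match a fixed set of family patterns, and those lower in high-Wnt tumors are not reported here as a group.

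The rule, the lists and the following alternatives were set before the data were examined. The alternatives were no background correction, the signals processed by Feature Extraction, median centering in place of loess, arrays scaled to the same spread, the authors' processed values, a filter that kept probes well above background in at least 5 tumors, the mean of all probes of a gene, arrays with the tumor in Cy5 or in Cy3 alone, arrays 1 and 2 or 3 and 4 of the tumors with 4, trend and robust estimation in eBayes, the scan year as a block, the scan day and the slide as random blocks, a fit on high-Wnt and low-Wnt tumors alone, other ways to cluster, a mean z-score in place of the rank sum, and each tumor left out in turn. A covariate for the strength of the tumor's color, and the tumor's color without the reference after quantile normalization, were added after seeing the data. The arrays lie on 15 slides and were scanned on 10 days. The supplementary figures on BreSAT, receptors and markers, the cell line experiments and the human datasets were not analysed here.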

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

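Most tests in this part were chosen before the results were seen. The values without single tumors were computed for every tumor, and those that matter here were picked after the distant tumors were known.

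In 93 groups of tumors, 8 had a tumor far from the others, where chance gives about 1 in 20, or 4.7. Among the high-Wnt tumors, Wnt2 had a log2 ratio of 6.31 in p110-225, with the next tumor at 2.28, and Wnt8a had 3.65 in p75-94, with the next at 0.51. Cdh1 was at 2.03 in p110-374, with the next at 0.02. Among the low-Wnt tumors Wnt2 had 2.66 in p110-360 (next 1.09), Wnt11 had 0.93 in p110-143 (next -0.04), Wnt4 had 0.52 in p75-150 (next 0.06), and Wnt1 had 0.016 in p110-314 (next -0.075). The rank sum of the Wnt genes in medium-Wnt tumors was 147 in p75-216, with the next at 175. In each of these 7 cases of a gene the tumor named was well above background on every one of its arrays. This argues against a signal made by the background alone in that tumor. A wrong label of a tumor and chance were not tested for single tumors and stay open. The gap in Wnt1 is small on any scale. Biological explanations in the design are the individual tumor, its histology and its transgene, and none was tested for single tumors, so they stay open. The tumor with the high Cdh1, p110-374, is the only adenomyoepithelioma among the high-Wnt tumors, and Cdh1 was 2.02 in the other adenomyoepithelioma, p75-90, and from 1.19 to 4.22 in 4 low-Wnt solid carcinomas.

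These tumors decide some of the differences between clusters. Without p110-225 the difference of Wnt2 between high-Wnt and low-Wnt tumors was 0.47 in place of 1.49, and without p110-360 it was 1.81. Without p75-94 that of Wnt8a was 0.12 in place of 0.82. Leaving out p110-143 gave 0.33 for Wnt11 in place of 0.19, leaving out p75-150 gave 0.27 for Wnt4 in place of 0.19, and leaving out p110-374 gave -1.37 for Cdh1 in place of -0.96. The low-Wnt tumor p110-143, at 4.22, moved Cdh1 the other way, to -0.48 when left out. None of these differences passed the limma threshold with or without the tumor.

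For 18 genes the difference between high-Wnt and low-Wnt tumors depended on the transgene by limma's interaction contrast, and 3668 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.023, for Mt2, which differed by 3.11 in p75 and by -1.64 in p110 tumors. Klk6 differed by 4.89 and -0.45, and Spink12 by 5.24 and 0.00. These 3 genes were picked after their values were seen. When the transgenes were reassigned at random within clusters, 17 of 100 assignments, the real one included, gave at least as many genes, so chance cannot be excluded for the count. With 2 high-Wnt p110 tumors, both among the tumors with the weakest signal, and with 3 of 3 high-Wnt p75 tumors being adenosquamous, the transgene, the histology and the strength of the signal were not separated in this comparison.

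Between p75 and p110 tumors, a comparison the paper does not report, limma called 149 genes, of which 60 were higher and 89 lower in p75 tumors, with 3991 at an unadjusted p under 0.05. Of 100 divisions of the tumors into groups of 9 and 8, 1, the real one, gave as many genes, and the next highest count was 1, so chance can be excluded. A technical explanation remains open, since 0 scan years hold both transgenes, and the transgene and the scan year cannot be told apart. Without p110-314 the count was 1110, and without p75-216 it was 49.

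Of the 68 genes called between high-Wnt and low-Wnt tumors, 65 are outside the genes the paper discusses. Among 100 divisions of the 12 tumors into 5 and 7, the real one alone gave as many calls, that is 1 of 100, and the next highest count was 5, so chance can be excluded for the count. The clusters were drawn from genes on the same arrays, so genes that vary together with Wnt genes for any reason, technical or biological, can differ between them. The strength of the tumor's color could be one such reason. With it as a covariate, added after seeing the data, the count was 31. The divisions into clusters also differ in histology, which was not tested for the count.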

How the results depend on the processing

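The covariate for the strength of the tumor's color and the tumor's color without the reference were chosen after seeing the data. Unless a reason is given, the cause of a change was not tested.

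The count of EMT genes in the stated direction was 5 to 7 over 17 alternatives and 7 in each fit that left out a tumor. The median difference of the target genes kept its direction in all 14 alternatives (0.19 to 1.41) and without each tumor (0.29 to 0.62), with camera below 0.05, whereas fry gave p of 0.24 with median centering, 0.071 with the filter on dim probes and 0.17 for the tumor's color without the reference. The tumors shared by the 5 highest rank sums and the high-Wnt cluster were 4 or 5, also without each tumor. The difference of Glis1 kept its sign under all 17 alternatives and was past the threshold under 7. The median difference of all genes stayed within 0.05 of 0 in every processing.

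Without background correction the main comparison gave 0 genes in place of 68, Glis1 differed by 1.505 (limma adjusted p = 0.11), transcription factors called higher numbered 0 in place of 10, and p75 against p110 gave 238 genes in place of 149. With the signals processed by Feature Extraction there were 12 genes between clusters, 6 between high-Wnt and all other tumors in place of 0, a Glis1 difference of 2.69 (limma adjusted p = 0.164), 0 stem markers in place of 3, and 1 transcription factor. Median centering gave 0 genes, 0.94 for Glis1 (limma adjusted p = 0.667), 0 stem markers, 0 transcription factors, 1205 genes between transgenes, a rho of Glis1 with the rank sum of 0.431 (permutation p = 0.0837) in place of 0.743, and 0.85 in place of -0.63, a reversal, for the difference of Glis1 between clusters in p75 tumors minus that in p110 tumors. Arrays scaled to the same spread gave 0 genes, 1.52 for Glis1 (limma adjusted p = 0.375), 0 stem markers, 0 transcription factors and 88 genes between transgenes.

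Arrays with the tumor in Cy5 alone gave 7 genes, 1.41 for Glis1 (limma adjusted p = 0.156), 2 transcription factors and 333 genes between transgenes. Those with the tumor in Cy3 alone gave 9 genes, 1.64 for Glis1 (limma adjusted p = 0.108), 0 stem markers, 1 transcription factor and 71 genes between transgenes. Both use 1 array of each pair, and a dye effect of a gene no longer cancels. Arrays 3 and 4 of the tumors with 4 gave 39 genes, 1.52 for Glis1 (limma adjusted p = 0.0709) and 4 transcription factors. Trend and robust estimation gave 16 genes, 1.52 for Glis1 (limma adjusted p = 0.0663) and 2 transcription factors. With the scan year as a block there were 127 genes, and 1 between high-Wnt and all other tumors, Wnt10a, by 3.54 (limma adjusted p = 0.0223). A fit on the 12 high-Wnt and low-Wnt tumors gave 151 genes. The mean of all probes gave 1 receptor gene in place of 0. The scan day and the slide as random blocks gave 0 stem markers. The filter on dim probes left 13939 genes and gave 4 transcription factors, and Glis1 is not among the genes left. Genes centered and not scaled put 13 tumors in the cluster of Fig. 4 in place of 8.

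With the strength of the tumor's color as a covariate there were 31 genes, 1.44 for Glis1 (limma adjusted p = 0.0954) and 3 transcription factors. The tumor's color without the reference gave 4 genes, 0.54 for Glis1 (limma adjusted p = 0.246), 0 stem markers, 1 transcription factor, 1693 genes between transgenes, a rho of Glis1 with the rank sum of 0.21 (permutation p = 0.417), 0.38 for the difference of Glis1 between clusters in p75 tumors minus that in p110 tumors, and a difference in rank sum between adenosquamous and solid carcinomas of 54.3 (exact permutation p = 0.0406) in place of 36.2.

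With 1 tumor left out, the main comparison gave from 7 genes, without p110-360, and 8, without p110-374, to 133, without p75-216. High-Wnt against all others gave 0 to 3, receptors 0 to 1, stem markers 0 to 4, with 0 in 13 of 17 cases, and transcription factors 0, without p110-360 or p110-374, to 12. Glis1 differed by 1.34 to 1.75 (limma adjusted p 0.0214 to 0.129), and its rho with the rank sum was 0.703 to 0.837. The difference between histological types was 20.1 to 61.8, that of Glis1 between clusters in p75 tumors minus that in p110 tumors -0.97 to -0.29, the tumors in the cluster of Fig. 4 were 7 to 11, and the genes between transgenes 49 to 1110, without p110-314.

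Of 43 named genes with a value, 13 passed the threshold over all genes. None of the 13 reversed, and with median centering none of them stayed past it. Over 761 values of these genes under the alternatives, 632 kept their direction and their side of the threshold, 110 lost the threshold and 19 reversed, all in genes that did not pass. Median centering reversed Wnt1 (-0.092), Wnt2b (0.035), Wnt7b (-0.11), Vim (-0.27) and Cux1 (-0.093). Signals of Feature Extraction reversed Wnt2b (0.10) and Wnt7a (-0.059), Cy3 alone Wnt2b (0.083) and Wnt7a (-0.012), arrays 3 and 4 Wnt2b (0.0073), Cy5 alone Wnt8b (-0.0042), and no background correction Wnt8b (-0.0060). The covariate reversed Wnt2b (0.0088), Wnt7b (-0.089) and Ctnnb1 (0.080). The tumor's color without the reference reversed Wnt8b (-0.0017), Wnt9a (-0.22), Cdh2 (-0.019) and Snai1 (-0.015). With a tumor left out, Wnt2b was between -0.032 and 0.036, Wnt7b between -0.070 and 0.10, Wnt8b between -0.0016 and 0.052, and Ctnnb1 between -0.51 and 0.24.

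Signal over background limits these values, since between 18.3% and 61.9% of probes were well above background in a tumor and Wnt genes were measured in a median of 5 of 19 per tumor. No paired analysis was possible because each tumor comes from a different mouse and the clusters share no replicate numbers.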

Differences from the paper's values

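No value that the paper states for these tumors and that was also computed here differs from it by the limits used, which ask for more than 1.5 times. The labels and Fig. 4 give 9 solid carcinomas, including p110-121, and the paper's legend lists 8.

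The paper shows 3 clusters by Wnt expression. The tree rebuilt with the settings chosen before the data were examined placed 8 of 17 tumors in the matching cluster. The division of each gene by its SD, which the paper's text does not name, was among these settings. The setting that came closest, genes centered and not divided by their SD, placed 13, and none of those run placed all 17.

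The paper names a single transcription factor as overexpressed in high-Wnt tumors. Here 10 of 924 passed the threshold against low-Wnt tumors, Glis1 had rank 8 by p among those that rose, and against all other tumors none passed, Glis1 included (difference 1.06, limma adjusted p = 0.309). Among the alternatives, those with 1 transcription factor were the signals of Feature Extraction and Cy3 alone, set before the data were examined, and the tumor's color without the reference, chosen after seeing the values. The fit without p110-314 also gave 1. Glis1 was past the threshold in none of these 4.

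According to the paper, markers of stem and progenitor cells did not follow Wnt expression. In the list used here, which is not the paper's, 3 of 22 passed adjusted over the list alone, Klf4 and Procr higher and Kit lower in high-Wnt tumors, and 0 over all genes. Signals of Feature Extraction, median centering, scaled arrays, Cy3 alone, and the scan day or the slide as a random block gave 0 over the list, as did 13 of the 17 fits that left out a tumor, and the tumor's color without the reference, chosen after seeing the values.

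Wnt5a is given in the paper as raised in a pair of tumors. Its probe was not well above background in any of the 17 tumors, and the 2 highest log2 ratios were 0.47 and 0.34.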

Other observations

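Tests of the share of probes well above background within p110 and within p75 tumors, of Glis1 being measured, of the EMT genes and of Glis1 within a transgene against unmeasured probes, of stromal and of squamous markers, and of histology were chosen after the results were seen. The others were set before. For p75 tumors and for squamous genes, the conditions for a verdict were made stricter after the values were known. The confidence intervals of rho and the window of brightness for unmeasured probes were also chosen then.

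Across the 17 tumors the rank sum had a rho of -0.407 with the share of probes well above background (95% confidence interval -0.742 to 0.0916), which leaves open whether a weak tumor color raises the sum. In p110 tumors rho was -0.905 (interval -0.983 to -0.553), and there a weak signal is a candidate explanation for part of the order. In p75 tumors rho was 0.0833 (interval -0.615 to 0.708), too wide to exclude it. In 1000 random sets of 19 genes matched to the Wnt genes in brightness, rho with the share had a median of -0.146, and 23.3% of the sets were at or below the value of the Wnt genes, so a fall of this size is not special to Wnt genes. A biological order of the tumors by Wnt expression was not tested by other means and stays open.

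Glis1 was measured in 2 of 5 high-Wnt tumors, so in the other 3 its log2 ratio was set by a signal near background. The 22 probes measured in no tumor differed between high-Wnt and low-Wnt tumors by a median of 1.00, against 1.52 for Glis1, which indicates that a part of the difference of Glis1 could come from the level that undetected genes take after loess in tumors with weak signal. Within p110 tumors the 95th percentile of these probes was 2.58, above the 1.91 of Glis1, and 8 of 22 differed by at least as much. Within p75 tumors it was 0.64, below the 1.28 of Glis1, with 0 of 22 as large. This rests on p75-94, since without it the 95th percentile was 1.11 and Glis1 differed by 1.00, with 5 of 22 as large. Without p75-47 Glis1 still differed by 1.23 against 0.43, and without p75-80 by 1.60 against 0.67. The transgene and the scan year as the whole cause are argued against, since with them as a block Glis1 differed by 1.61 (limma adjusted p = 0.0243, where alternatives ranged from 0.0243 to 0.667) and the sign was the same within both transgenes. All 3 high-Wnt p75 tumors are adenosquamous, and the 1 adenosquamous p75 tumor outside the cluster, p75-101, had a Glis1 ratio of -2.47, so Wnt expression and histology cannot be told apart with 1 such tumor. A higher level of Glis1 in p75-94, where its signal was 1.94 times the median spot, stays open as biology of that tumor.

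Of 100 divisions of the 12 tumors into 5 and 7, 14 gave as many of the 7 genes in the stated direction, so chance cannot be excluded for the count. The size of the differences was tested apart from the count. The score of the 5 genes that rise differed by 1.13 (exact permutation p = 0.00758), and by 1.38 without the adenosquamous carcinomas (exact permutation p = 0.107). The score of the 2 that fall differed by -1.10 (exact permutation p = 0.00505), and by -1.15 without them (exact permutation p = 0.0714). The genes and their directions are those the paper gives for these same tumors, so these p values do not count against chance. For the 5 that rise, a median of 83.4% of the difference was kept with the strength of the tumor's color as a covariate, and 2 of the 5, Vim and Snai2, were measured in most high-Wnt tumors. Vim kept 36.6% and Snai2 96%, so the weak signal may explain some genes and not others, and no single verdict was reached. For Cdh2, 21 of 27 unmeasured probes differed by at least as much, in line with a level set by the processing. Fibroblast markers had a median difference of 0.82 (limma's fry, adjusted p = 0.413 over 16 lists, Col1a1 1.23, Col1a2 1.41, Col3a1 0.32) and endothelial markers of -0.55 (limma's fry, adjusted p = 0.226). The scores of these lists, each the mean of its genes' z-scores, moved apart by 0.84 (exact permutation p = 0.0884), within the spread. A difference in stroma between the clusters was thus neither shown nor excluded. Of the fibroblast genes 8 of 8 were measured in most tumors, of the endothelial genes 4 of 6 and of the immune genes 6 of 8. RNA of these markers was therefore present in the microdissected material.

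For transcription factors 1 of 100 divisions, the real one, gave as many as 10, and for stem and progenitor markers 1 of 100 gave as many as 3. This argues against a division at random for both counts, though not against a technical reason. The clusters were drawn from genes on these same arrays, so genes that vary with Wnt genes for any reason can differ between them. Random divisions do not test for that. The count of stem and progenitor markers also fell to 0 in 7 of 17 alternatives. For receptors and for high-Wnt against all other tumors the count was 0, so 100 of 100 divisions give at least as many whatever the data, and the comparison decides nothing.

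Squamous genes, 8 in the list, were higher in high-Wnt tumors by a median of 0.49 (limma's fry, adjusted p = 0.00506), and 0 passed over the list. Their score differed by 1.13 (exact permutation p = 0.00253) over all tumors and by 0.89 without the adenosquamous carcinomas (p = 0.0357, the smallest that 2 against 6 allow). The 2 high-Wnt tumors left there have the weakest signals of the cluster, and 1 of 8 genes was measured in both, so the histology may explain the difference and cannot be told apart from the cluster.

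The remaining lists gave median differences and unadjusted p values of limma's fry of 0.06 and 0.679 for immune markers, -0.98 and 0.559 for adipocyte markers, 1.70 and 0.137 for basal and myoepithelial markers, -0.82 and 0.231 for luminal markers, 0.17 and 0.0486 for Wnt antagonists, 0.32 and 0.00863 for Gli and Glis genes, and 0.42 and 0.0154 for Cut genes. By limma's camera, luminal markers were lower (adjusted p = 0.0332), which fry did not give (adjusted p = 0.336). Their score differed by -0.47 (exact permutation p = 0.00126), and by -0.20 without the adenosquamous carcinomas (exact permutation p = 0.0714). Genes shared with another list number 6 of the stem and progenitor markers, 3 of the Wnt/β-Catenin targets, 2 of the basal and myoepithelial list, and 1 each of the Wnt antagonists, the luminal and the squamous list.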
